# Examining preharvest genetic and morphological factors contributing to lettuce (*Lactuca sativa* L.) shelf-life

**DOI:** 10.1038/s41598-024-55037-1

**Published:** 2024-03-19

**Authors:** Kathryn Chase, Catherine Belisle, Yogesh Ahlawat, Fahong Yu, Steven Sargent, Germán Sandoya, Kevin Begcy, Tie Liu

**Keywords:** Senescence-associated genes, Shelf-life, Cultivars, Breeding, Postharvest, Pre-harvest, Plant sciences, Plant development, Stomata

## Abstract

Lettuce is a highly perishable horticultural crop with a relatively short shelf-life that limits its commercial value and contributes to food waste. Postharvest senescence varies with influences of both environmental and genetic factors. From a larger pool of romaine lettuce genotypes, we identified three genotypes with variable shelf lives and evaluated their leaf morphology characteristics and transcriptomic profiles at preharvest to predict postharvest quality. Breeding line 60184 had the shortest shelf-life (SSL), cultivar ‘Manatee’ had an intermediate shelf-life (ISL), and ‘Okeechobee’ had the longest shelf-life (LSL). We observed significantly larger leaf lamina thickness and higher stomatal index in the SSL genotypes relative to the LSL cultivar. To identify molecular indicators of shelf-life, we used a transcriptional approach between two of the contrasting genotypes, breeding line 60184 and cultivar ‘Okeechobee’ at preharvest. We identified 552 upregulated and 315 downregulated differentially expressed genes between the genotypes, from which 27% of them had an *Arabidopsis thaliana* ortholog previously characterized as senescence associated genes (SAGs). Notably, we identified several SAGs including several related to jasmonate ZIM-domain jasmonic acid signaling, chlorophyll *a*–*b* binding, and cell wall modification including pectate lyases and expansins. This study presented an innovative approach for identifying preharvest molecular factors linked to postharvest traits for prolonged shelf.

## Introduction

Despite lettuce (*Lactuca sativa* L.) popularity and nutritional value, the distribution, profits, and consumption of lettuce are limited by its relatively short shelf-life^1^. The main shelf-life-limiting characteristics affecting lettuce are wilting, yellowing of tissue, discoloration of cut edges and midribs from pinking and browning^1–3^. These traits of quality deterioration are undesirable for consumers and contribute to limited marketability and higher food waste.

Leaf senescence is a system of programmed cell death that consists of a series of complex, ordered processes responsible for breaking down cellular constituents into exportable nutrients, which are then transported to developing organs^4^. Postharvest senescence programs are dynamically mediated by senescence-associated genes (SAGs). These genes include those encoding receptors for abiotic and biotic stresses and developmental senescence cues, genes regulating secondary messengers such as Ca^2+^ and cyclic adenosine monophosphate (cAMP), genes involved in signal transduction pathways, and transcriptional regulators and their downstream genes that produce a physiological response^5^. General functional groups of SAGs include chlorophyll metabolism, hormone response and signal transduction, transcriptional regulation, protein degradation or modification, nucleic acid degradation, and lipid and carbohydrate metabolism^6^. Transcriptome analysis, forward genetic screening of mutant senescence phenotypes, and reverse genetics approaches have been employed over the last two decades to identify hundreds of SAGs and their common regulators^4^.

There is some evidence that postharvest phenotypes are likely associated with preharvest leaf traits. Analyses of quantitative trait loci (QTLs) for shelf-life, leaf biophysical properties, and leaf developmental traits identified QTLs for leaf cell wall biophysical properties of break strength, plasticity, and elasticity that correlated well with shelf-life^7^. These characteristics correlated with epidermal cell area, supporting the idea that postharvest shelf-life of leafy vegetables is linked to preharvest leaf traits and the small, strong cell-walled lettuce ideotype. Knock down of xyloglucan endotransglucosylase/hydrolase (*LsXTH*) gene expression using RNA interference (RNAi) produced cell wall loosening resulting in smaller leaves and leaf cells. Plants with reduced *LsXTH* expression had shelf-life extended by 6 days compared to the controls, suggesting that the higher surface area of cell wall associated with small cells contributed to extended shelf-life^8^. Additionally, an interspecific analysis of leaf physiological properties showed that long leaf lifespan correlated with high leaf mass per area. This trait represents a thicker leaf lamina or higher cellular density in the leaf tissue, or a combination of both^9^.

Molecular markers linked to postharvest traits for prolonged shelf-life are limited. Recently, studies focused on detached leaf senescence and young and old leaf lettuce leaves grown under various light source combinations have been used to identified molecular indicators of lettuce senescence^3,10^. Our study aimed to identify leaf traits and candidate genes as preharvest indicators of lettuce postharvest shelf-life. Markers such as these can serve as invaluable tools for lettuce breeding efforts. Identifying gene expression patterns during the preharvest period that correlate with shelf-life length could prove to be an important step in the development of markers to predict shelf-life phenotypes, which can be used to improve efforts to breed lettuce with improved postharvest shelf-life.

## Results

### Selecting lettuce genotypes based on visual characterization of shelf-life

To evaluate lettuce cultivars with variable shelf-life, 42 lettuce cultivars were previously surveyed based on visual ratings characteristics^11^. For this purpose, whole heads (*n* = 3) were visually evaluated for overall appearance using a hedonic rating scale adapted from Kader et al.^12^. Lettuce plants were rated as 1 if they were considered extremely poor quality and 9 if they were categorized as excellent quality. Ratings were based on the visible leaves, which included outer leaves and distal ends of middle and inner leaves. A lettuce head was considered good or marketable at an overall rating of at least 7 when there are no more than minor defects present on exposed leaves, while a head with a rating of fair or 5 has slight to moderate defects and was considered to be at the lower limit of marketability. We then selected 10 romaine germplasm having variable shelf lives (Fig. 1a) as indicated by their relative marginal effects analysis (Fig. 1a) of the visual ratings when lettuce was stored at 15 °C. We further selected three romaine lettuce germplasm with variable shelf-life for additional analyses. Experimental breeding line 60184 for short shelf-life (SSL), cultivars ‘Manatee’ as intermediate (ISL) and ‘Okeechobee’ for long shelf-life (LSL) (Fig. 1b–d). Significant differences were identified in the ANOVA-F analysis for the three genotypes further tested and the storage time. Interestingly, no significant differences were detected for the interaction genotypes × storage time. Our lettuce shelf-life rating assay showed that at 1 day after harvest, all genotypes had a median of 9 which is considered “excellent”; at 3 days after harvest, only 60184 deteriorated significantly faster with a rating of 7 compared with ‘Manatee’ and ‘Okeechobee’, which is still considered good shelf-life. The biggest deterioration rate occurred at 5 days after harvest when 60184 and ‘Manatee’ had a median of 5, indicating that the lettuce had some minor defects, while ‘Okeechobee’ maintained at 7 (Fig. 1e–g). By the last day of evaluation, at 7 days after harvest, only ‘Okeechobee’ had a value of 3 while 60184 had a value of 0 and ‘Manatee’ of 1 (Fig. 1h). Based on our lettuce shelf-life rating assay, we designated the experimental breeding line 60184 as the SSL genotype, ‘Manatee’ as the ISL cultivar, and ‘Okeechobee’ as the LSL cultivar.

**Figure 1:**
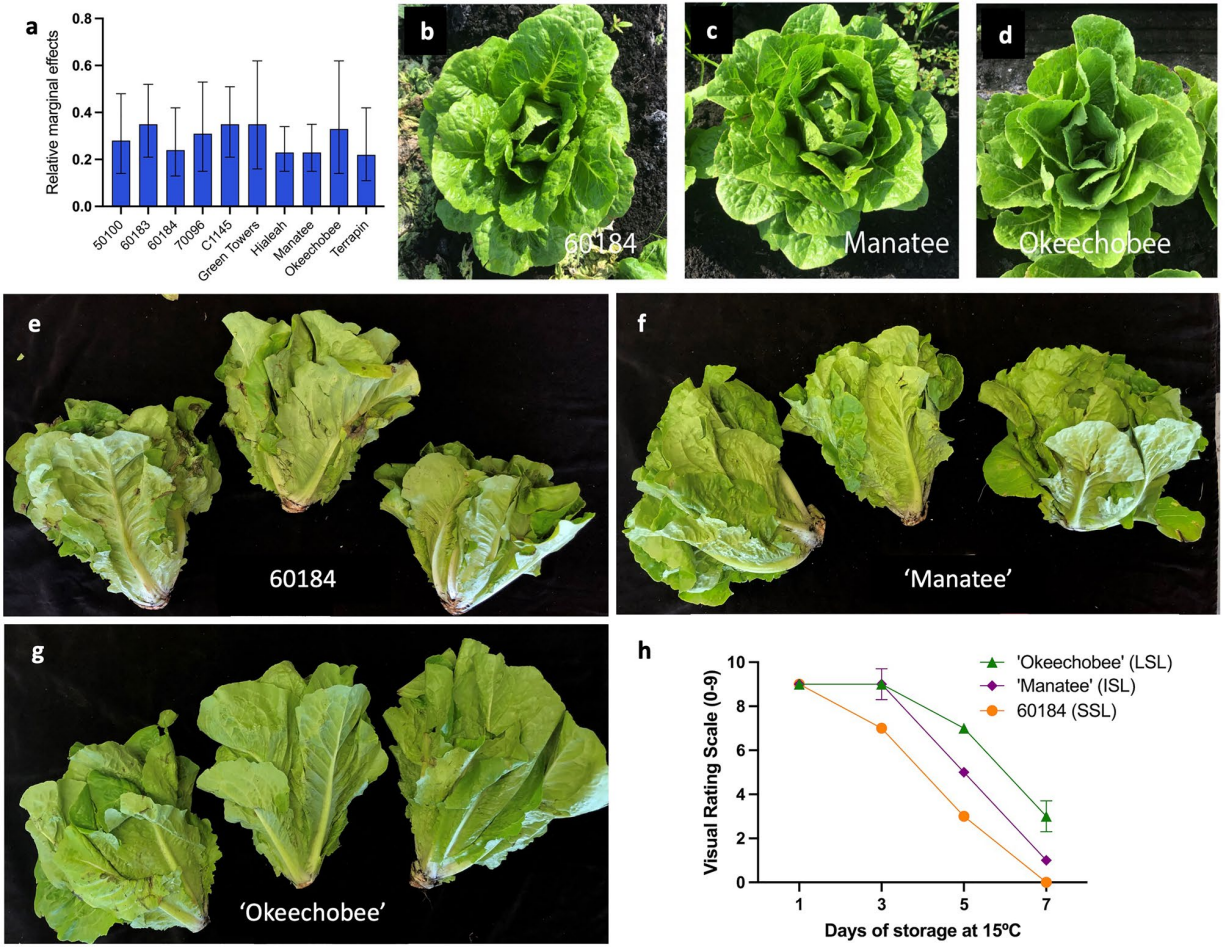
Head morphology and shelf-life variability of three romaine lettuce genotypes before and 5 days postharvest. (**a**) Relative Marginal Effects and their confidence intervals (95%) for visual ratings in 10 Romaine lettuce genotypes in the 2019–2020 season during storage for 5 days at 15 °C. (**b**–**g**) Head morphology of three lettuce genotypes at harvest (**b**–**d**), and after 5 days postharvest (**e**–**g**). (**b**,**e**) Experimental line 60184 (SSL), (**c**,**f**) ‘Manatee’ (ISL), and (**d**,**g**) ‘Okeechobee’ (LSL). (**h**) Median visual ratings of selected romaine lettuce genotypes during 7 days of storage at 15 °C. Bars indicate standard deviation.

### Leaf histological characteristics show little difference between lettuce genotypes

Pre-harvest leaf physical characteristics have been suggested as indicators of shelf-life as thicker leaves are favorable for processability and extended shelf-life^7,13^. Therefore, we characterized the leaf biophysical properties from the three selected genotypes (60184 (SSL), ‘Manatee’ (ISL) and ‘Okeechobee’ (LSL)) with variable shelf-life. We hypothesized that leaf thickness would increase across the representative genotypes analyzed for shelf-life. To test if these relationships between preharvest leaf traits and shelf-life were shown in our selected lettuce genotypes, we examined their leaf developmental characteristics, including leaf lamina thickness, ECA, stomatal density, and stomatal index (Fig. 2). Leaf lamina thickness was significantly larger in 60184 (SSL) relative to ‘Manatee’ (ISL) and ‘Okeechobee’ (LSL) (Fig. 2a,b). Epidermal cell area was not significantly different between genotypes (Fig. 2c). There was a decrease in stomatal density and stomatal index from SSL to LSL genotypes, but the only significant differences were found in stomatal index between 60184 (SSL) and ‘Okeechobee’ (LSL), with ‘Okeechobee’ (LSL), having a significantly lower stomatal index (Fig. 2d,e). Interestingly, among these romaine genotypes, variation in leaf developmental traits were not correlated with variation in shelf-life length. These data indicate that other factors may explain the variation. Therefore, we searched for genetic and molecular players that might explain the observed shelf-life variation among our genotypes.

**Figure 2:**
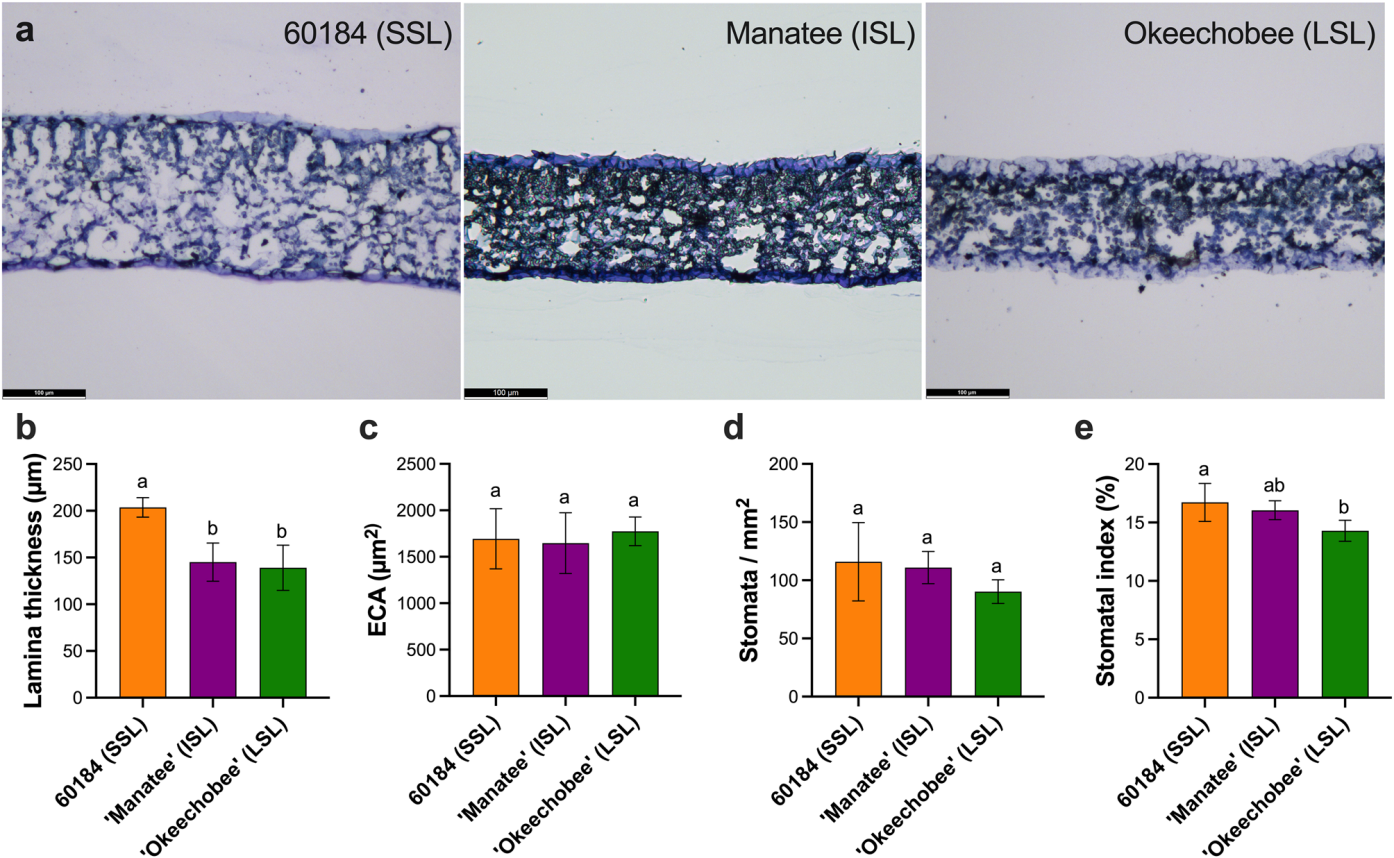
Lettuce leaf developmental characteristics. (**a**) Light microscope images of stained leaf lamina sections, taken at 10 × magnification. Scale bar = 100 µm. (**b**) Leaf lamina thickness (µm). (**c**) Epidermal cell area (µm^2^). (**d**) Stomatal density (stomata/mm^2^). (**e**) Stomatal index (%). Means with different letters indicate significant differences at *p* < 0.05; bars indicate standard deviation.

### Identification of molecular markers associated with lettuce senescence

To understand the genetic variation of senescence and its contribution to shelf-life, we selected two lettuce genotypes with contrasting shelf-life and performed transcriptomic analyses. We used 60184 (SSL) and ‘Okeechobee’ (LSL) as plant material (Fig. 1a,c,e). 

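RNA from the first fully expanded leaf was sequenced from 3 replicates each of 60184 (SSL), ‘Okeechobee’ (LSL) and ‘Manatee’ (ISL), all grown in a chamber at 22 °C with a 16 h day. The authors trimmed the reads with Cutadapt, mapped them with STAR to the v5 genome of L. sativa, and used HTSeq, SAMtools and their own scripts to remove PCR duplicates and count uniquely mapped reads per gene. The deposited values are raw read counts for each annotated gene in each library. Gene counts totalled 30373633 to 32840811 per library in 60184 (median 32377502), 24108451 to 30219938 in ‘Okeechobee’ (LSL) (median 28772523) and 29927056 to 32299035 in ‘Manatee’ (median 30611453). Reads outside annotated genes made up 5.77%, 6.48% and 6.57% of the reads in the count files of the 60184 libraries and 11.0%, 6.14% and 10.1% in the ‘Okeechobee’ (LSL) libraries. The comparison of ‘Okeechobee’ (LSL) with 60184 used these 6 libraries, TMM normalization and edgeR’s quasi-likelihood test over the 22113 genes with at least 10 counts in at least 3 libraries. A gene was counted as DE at the paper’s thresholds, an adjusted p under 0.05, an absolute log2 fold change of at least 2 and a mean of at least 100 in 1 genotype. That mean was taken on raw counts, because the expression columns of Tables S2 and S4 equal mean raw counts for all of their 1997 and 867 genes, to within 0.5 counts. Every fold change is ‘Okeechobee’ (LSL) relative to 60184, and counts per gene are TMM-normalized means ± SD of 3 libraries. Gene descriptions were taken from the paper’s Tables S2, S3 and S4, in copies that hold only some of the rows of Tables S2 and S3 and describe 4107 of the genes. The authors’ removal of uncharacterized genes was therefore not repeated. Most of the described genes were selected on these libraries, so tallies of described genes in every list are not independent evidence. Between 3 libraries and 3 libraries the smallest exact two-sided p is 0.1, so calls rest on the model fitted across genes. In simulated data of this size, 98% of genes changed by a log2 fold change of 2 and 40% of genes changed by 1 passed the adjusted p, while 50% and 96% of genes changed by 2 and 2.5 met every threshold. The simulation changed 200 genes, taken from those with higher mean counts than the filter requires. In the data 6969 genes passed, so the adjustment was less strict than in the simulation. These shares therefore do not give the power over all tested genes. Intervals and lower bounds for genes with few counts cover counting error only. A gene with hardly any reads in 1 genotype may be missing there or differ from the reference genome. Its fold change is then not a change in expression.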

An average of 33,103,823 reads across the six samples mapped uniquely to the *L. sativa* cv. 

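Most sequenced fragments in all 6 libraries came from annotated lettuce genes. Reads assigned to a gene, to several overlapping genes or to no gene add up to the uniquely mapped reads. Their sum averaged 32907158 per library over the 6 libraries of 60184 (SSL) and ‘Okeechobee’ (LSL). It was highest in 60184 replicate 1, with 35557360 reads, and lowest in ‘Okeechobee’ (LSL) replicate 3, with 27436951 reads.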

Salinas reference genome. The percent alignment of mapped transcripts averaged 87.63% of transcripts with unique mapping, indicating adequate library preparation (Supplementary Table S1). 

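The leaves of both genotypes expressed similar numbers of genes. At least 1 read was counted for 24545 to 25098 genes in the 60184 (SSL) libraries and for 24971 to 25192 genes in the ‘Okeechobee’ (LSL) libraries. At least 10 reads were counted for 21476 to 21802 genes in 60184 and for 21506 to 21638 genes in ‘Okeechobee’ (LSL).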

Approximately 25,000 transcripts were mapped based on reads from each sample (Supplementary Table S1).

To assess the replicability of the biological samples, a PCA was performed. 

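The largest part of the variation in gene expression between the 6 libraries lay between the genotypes. In a PCA of log2 CPM (counts scaled by TMM-normalized library size) over 22113 genes, centred and not scaled, PC1 held 73.4% of the variance and PC2 held 12.1%. The share of PC2 depended on how the PCA was made. It was 2.49% with the 500 most variable genes, 5.59% after DESeq2’s variance-stabilizing transformation and 20.3% with genes scaled. With all 9 libraries PC2 held 27.5%, but there it was another axis, which separated ‘Manatee’ (ISL) from ‘Okeechobee’ (LSL).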

The first two principal axes explained 44.35% (PC1) and 22.17% (PC2) of the variance (Fig. 3a). These axes represented genotype and biological replicates, respectively. The PCA for each pairwise comparison showed that genotype biological replicates cluster together, and there were no outliers. 

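All 3 libraries of ‘Okeechobee’ (LSL) lay on one side of PC1 and all 3 libraries of 60184 (SSL) on the other. The PC1 scores of ‘Okeechobee’ (LSL) were 102.5, 84.4 and 84.3, and those of 60184 were -100.9, -89.6 and -80.7.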

The tighter clustering of 60184 biological replicates along the PC2 axis shows there was less variation between individuals of this genotype than in the ‘Okeechobee’ biological replicates (Fig. 3a).

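Replicates of ‘Okeechobee’ (LSL) differed more from each other than replicates of 60184 (SSL). On PC2 the ‘Okeechobee’ (LSL) libraries scored -61.1, 3.29 and 63.8, and the 60184 libraries scored -11.1, 11.7 and -6.63. The variance of log2 CPM between replicates, averaged over 22658 genes, was 0.279 in ‘Okeechobee’ (LSL) and 0.166 in 60184, a ratio of 1.68. The ratio was 2.58 without 60184 replicate 1 and 1.34 without ‘Okeechobee’ (LSL) replicate 1. This was not tested across genes, since genes are not independent replicates.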

**Figure 3:**
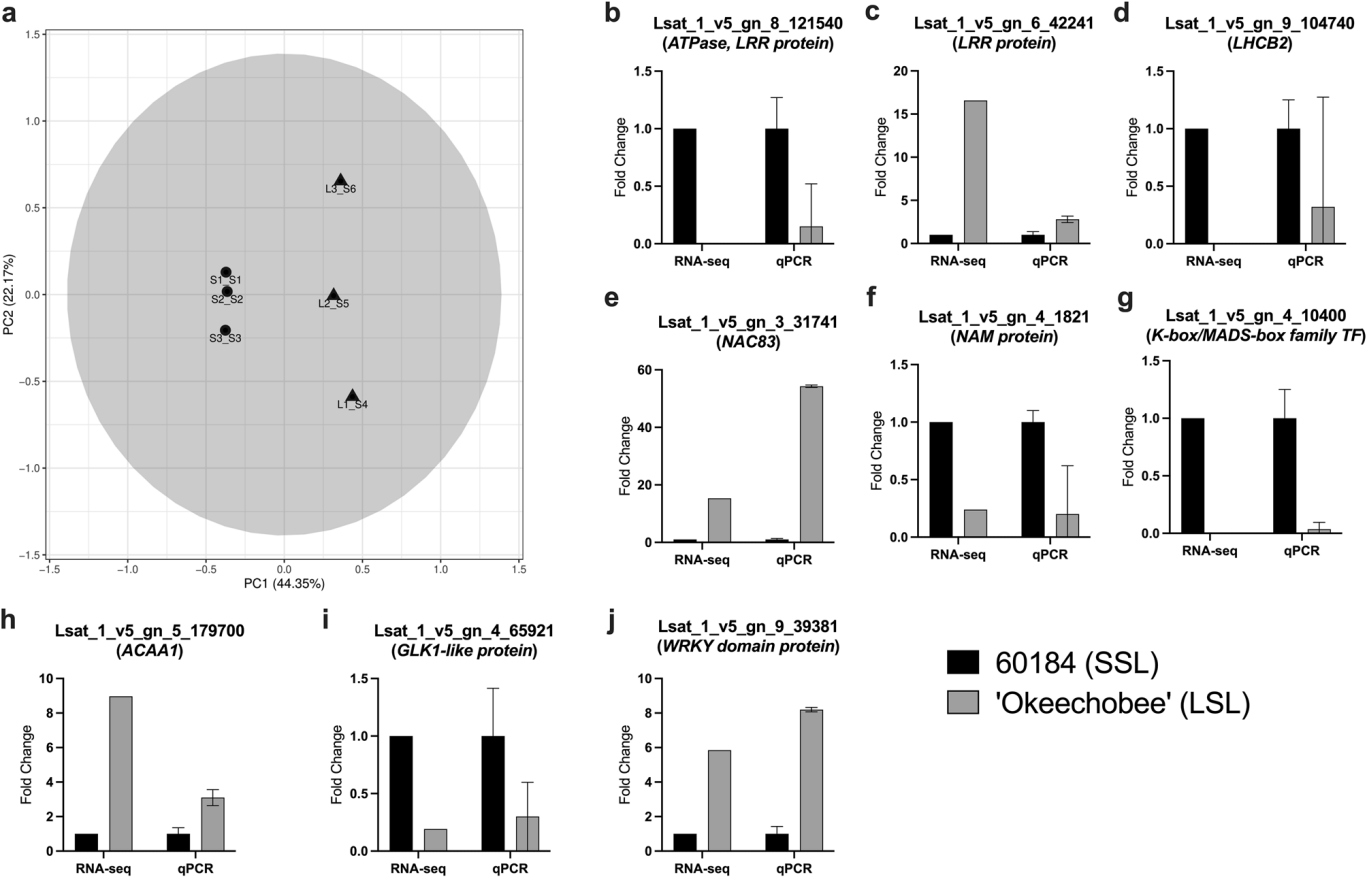
Transcriptional expression analysis of lettuce SAGs. (**a**) PCA plot of lettuce RNA-seq data, pairwise comparison between 60184 (SSL) and ‘Okeechobee’ (LSL). Circles correspond to 60184 samples and triangles correspond to ‘Okeechobee’ samples. (**b**–**j**) Expression of ‘Okeechobee’ (LSL) genes relative to 60184 (SSL) genes in RNA-seq and RT-qPCR assays, expressed as fold change.

To validate the RNA-seq results, we used two criteria to select nine genes for expression analysis using RT-qPCR. Candidate genes were selected based on high fold change between SSL and LSL and their previous characterization as putative SAGs based sequence homology to characterized *A. thaliana* SAGs. Selected genes included an *ATPase* (Lsat_1_v5_gn_8_121540) and a light harvesting/*CAB* gene (*LHCB2*; Lsat_1_v5_gn_9_104740), as well as seven DE lettuce genes possessing an *A. thaliana* senescence-associated ortholog. These lettuce genes were comprised of two no apical meristem genes (*NAC83;* Lsat_v5_gn_3_31741 and *NAM;* Lsat_1_v5_gn_4_1821), a leucine-rich repeat protein (*LRR*; Lsat_1_v5_gn_6_42241), an acetyl-CoA acyltransferase (*ACAA1*; Lsat_1_v5_gn_5_179700), a MADS-box-type transcription factor (TF) (Lsat_1_v5_gn_4_10400), a Golden-like1-related TF (*GLK1*; Lsat_1_v5_gn_4_65921), and a *WRKY* TF (Lsat_1_v5_gn_9_39381) (Supplementary Table S4). 

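Of the 9 genes chosen for RT-qPCR, 4 rose and 5 fell in the RNA-seq counts of ‘Okeechobee’ (LSL), with the same tally when adjusted over the list alone. The study chose these genes on the same libraries, so the tally is not independent evidence of their direction. LHCB2 (Lsat_1_v5_gn_9_104740), which encodes a light harvesting protein of photosystem II, fell from 10403 ± 5070.2 normalized counts in 60184 (SSL) to 7.55 ± 2.10 in ‘Okeechobee’ (LSL) (SD, n = 3 each). Its log2 fold change was -10.41 (standard error 0.52, adjusted p = 4.6e-05 from edgeR’s quasi-likelihood test). The GLK1-related gene (Lsat_1_v5_gn_4_65921), a transcription factor of the family that promotes chloroplast genes, fell from 3172 ± 496 to 607 ± 35.8 (log2 fold change -2.38, standard error 0.15, adjusted p = 9.6e-05 from edgeR’s quasi-likelihood test). The NAM gene (Lsat_1_v5_gn_4_1821) fell from 4027 ± 1280.3 to 959 ± 201, a log2 fold change of -2.07 (adjusted p = 0.0011 from edgeR’s quasi-likelihood test). ACAA1 (Lsat_1_v5_gn_5_179700), a peroxisomal 3-ketoacyl-CoA thiolase, rose from 1337 ± 229.7 to 11955 ± 1382 (log2 fold change 3.16, adjusted p = 8.4e-05 from edgeR’s quasi-likelihood test). The LRR gene (Lsat_1_v5_gn_6_42241) rose from 112 ± 11.1 to 1852 ± 314 (log2 fold change 4.05, adjusted p = 3.4e-05 from edgeR’s quasi-likelihood test). For each of the 9 genes, no library of one genotype overlapped the libraries of the other.

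**Figure D1:**
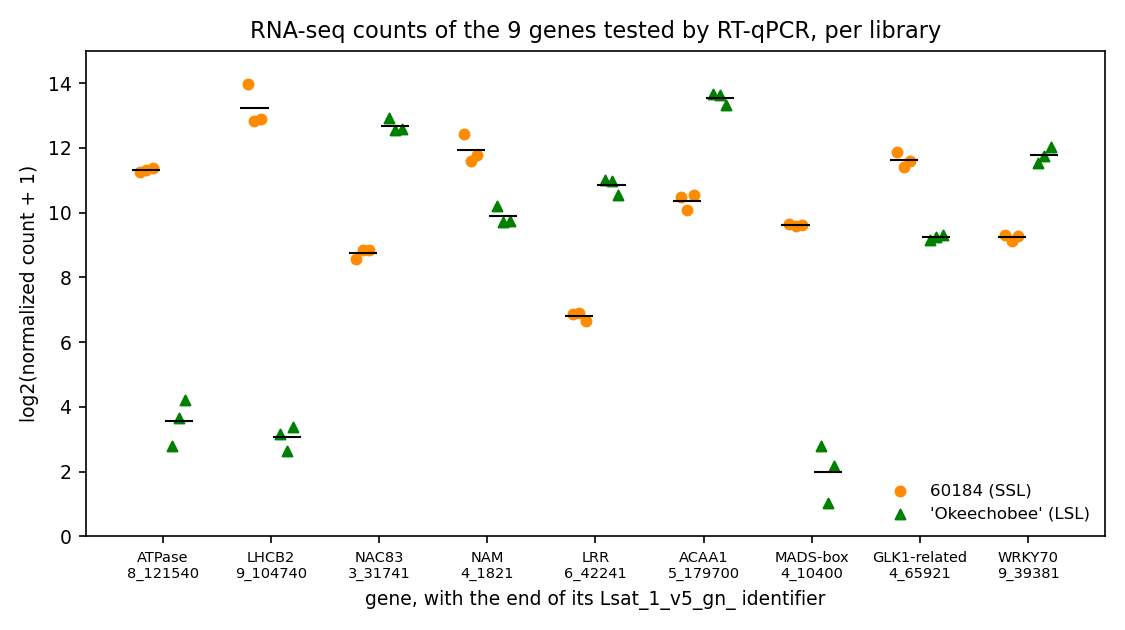
RNA-seq counts of the 9 genes in the 3 libraries of 60184 (circles) and the 3 libraries of ‘Okeechobee’ (LSL) (triangles), as the log2 of the normalized count plus 1; black lines are the means of 3 libraries. LHCB2 lies near 7.55 counts in ‘Okeechobee’ (LSL), with 7311 counts or more in every 60184 library.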

For the nine genes, expression in ‘Okeechobee’ (LSL) exhibited similar trends relative to 60184 (SSL), as estimated by RNA-seq and RT-qPCR assays (Fig. 3b–j). For instance, *NAC83* (Lsat_1_v5_gn_3_31741) and the *WRKY* TF had increased expression in ‘Okeechobee’ (LSL) in both RNA-seq and RT-qPCR assays, with over 15-fold and 5-fold increases, respectively (Fig. 3e,j). 

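Both transcription factor genes had several times more transcripts in ‘Okeechobee’ (LSL) than in 60184 (SSL). NAC83 averaged 435 ± 47.9 normalized counts in 60184 and 6657 ± 1036 in ‘Okeechobee’ (LSL) (SD, n = 3 each), a fold change of 15.3 (log2 fold change 3.94, standard error 0.18, adjusted p = 3.4e-05 from edgeR’s quasi-likelihood test). The WRKY gene (Lsat_1_v5_gn_9_39381), whose best match in A. thaliana is WRKY70, averaged 606 ± 41.1 in 60184 and 3536 ± 626 in ‘Okeechobee’ (LSL). Its fold change was 5.85 (log2 fold change 2.55, standard error 0.16, adjusted p = 9.9e-05 from edgeR’s quasi-likelihood test).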

The ATPase gene and MADS-box TF, which had the most significant decreases in expression in ‘Okeechobee’ (LSL) in the RNA-seq experiment, had similarly low fold changes in the RT-qPCR assay (Fig. 3b,g).

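Both genes had many reads in 60184 (SSL) and hardly any in ‘Okeechobee’ (LSL), which a missing or diverged gene could also give. The ATPase gene (Lsat_1_v5_gn_8_121540), described in Table S4 as an NB-ARC disease resistance protein, fell from 2548 ± 104 to 11.7 ± 5.81 normalized counts (SD, n = 3 each), a log2 fold change of -7.78 with a standard error of 0.28. The MADS-box gene (Lsat_1_v5_gn_4_10400) fell from 789 ± 11.0 to 3.52 ± 2.47, a log2 fold change of -7.74 with a standard error of 0.33. The ‘Okeechobee’ (LSL) values rest on 32 and 10 reads in all 3 libraries together. Each gene had an adjusted p of 3.2e-05 from edgeR’s quasi-likelihood test, the smallest among the 5 lowered genes of the RT-qPCR set.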

### Functional enrichments of DE genes during preharvest

The majority (89.7%) of expressed genes (TPM ≥ 100) at maturity were expressed in both genotypes. 

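The leaves of 60184 (SSL) and ‘Okeechobee’ (LSL) shared most of their expressed genes. A mean raw count of at least 100 was reached by 17446 genes in at least 1 genotype and by 15662 genes in both, a share of 89.8%. Counted instead at a mean of at least 100 CPM, 2446 genes were expressed in at least 1 genotype and 1432 in both, a share of 58.5%.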

There were 1071 and 713 genes uniquely expressed in genotypes 60184 (SSL) and ‘Okeechobee’ (LSL), respectively (Fig. 4a). 

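The same counts put 1071 genes above the threshold only in 60184 (SSL) and 713 only in ‘Okeechobee’ (LSL). Of these, 606 and 350 were below it in ‘Manatee’ (ISL) too. Raw counts depend on depth, and gene counts averaged 31863982 per library in 60184 and 27700304 in ‘Okeechobee’ (LSL). On TMM-normalized counts, 864 genes were above the threshold only in 60184 and 852 only in ‘Okeechobee’ (LSL). Among the genes with the smallest p, lupeol synthase 2 (Lsat_1_v5_gn_1_74301), an enzyme of triterpene synthesis, had 2894 ± 257 normalized counts in 60184 and 1.52 ± 1.81 in ‘Okeechobee’ (LSL) (SD, n = 3 each; log2 fold change -10.86, adjusted p = 3.2e-05 from edgeR’s quasi-likelihood test). A chromatin remodeling 1 gene (Lsat_1_v5_gn_5_163080) had 923 ± 40.0 in 60184 and no read in ‘Okeechobee’ (LSL), at least 854-fold lower with a floor of 3 reads over 3 libraries. Calmodulin-domain protein kinase 7 (Lsat_1_v5_gn_2_130960) had no read in 60184 and 2052 ± 100.2 counts in ‘Okeechobee’ (LSL), at least 2201-fold higher by the same floor. An HXXXD-type acyltransferase gene (Lsat_1_v5_gn_8_107560) was at least 3634-fold higher in ‘Okeechobee’ (LSL), with 3365 ± 280.0 counts against no read in 60184. The adjusted p of the last 3 genes was 3.8e-05, 3.2e-05 and 3.2e-05 from edgeR’s quasi-likelihood test. A gene missing or diverged in 1 genotype would also leave hardly any reads there. This was not told apart from a difference in expression.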

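Of 22113 genes tested, 6969 differed between ‘Okeechobee’ (LSL) and 60184 (SSL) at an adjusted p under 0.05 from edgeR’s quasi-likelihood test, and 1025 of them met the other DE thresholds as well. A description in the supplementary tables was found for 965 of the 1025 genes. Of the 867 genes in the paper’s Table S4, 854 were called and 171 called genes lie outside it. Of the remaining genes of Table S4, 7 did not pass the adjusted p, 4 fell under the fold threshold and 2 had too few counts to be tested.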

In total, 868 characterized genes were DE (adjusted *p* < 0.05, |log_2_(FC)| ≥ 2) between 60184 (SSL) and ‘Okeechobee’ (LSL) genotypes at maturity. We found 552 upregulated genes and 315 downregulated genes (Fig. 4b).

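Of the called genes, 630 were higher and 395 lower in ‘Okeechobee’ (LSL) than in 60184 (SSL). Without the fold threshold the directions were nearly even, with 3162 genes higher and 3021 lower. Among those with the smallest p, a histone H4 gene (Lsat_1_v5_gn_8_79040) rose from 305 ± 15.4 to 3023 ± 295 normalized counts (SD, n = 3 each; log2 fold change 3.31, standard error 0.13, adjusted p = 3.2e-05 from edgeR’s quasi-likelihood test). Thioredoxin H-type 9 (Lsat_1_v5_gn_8_110380), a redox protein, rose from 312 ± 29.0 to 2426 ± 79.5 (log2 fold change 2.96, adjusted p = 3.2e-05 from edgeR’s quasi-likelihood test). The receptor-like kinase gene CRK8 (Lsat_1_v5_gn_1_123460) rose from 172 ± 16.7 to 1416 ± 73.0, a log2 fold change of 3.04. A gene described only by its protein family, exopolyphosphatase (Lsat_1_v5_gn_1_90680), had a log2 fold change of 2.66. Gibberellin 2-oxidase 8 (Lsat_1_v5_gn_1_122260), an enzyme that inactivates gibberellins, fell from 681 ± 38.6 to 7.91 ± 1.29 (log2 fold change -6.41, standard error 0.19, adjusted p = 2.2e-05 from edgeR’s quasi-likelihood test). A syntaxin gene (Lsat_1_v5_gn_3_116420) had 10928 reads in 60184 and 3 in ‘Okeechobee’ (LSL), a ratio of 3167 (95% counting interval 1083 to 15358). For a cysteine proteinase gene (Lsat_1_v5_gn_3_95181) the reads were 1547 and 1, a ratio of 1345 (241 to 53153). Without 60184 replicate 1, 866 genes were called, 623 higher and 243 lower.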

**Figure 4:**
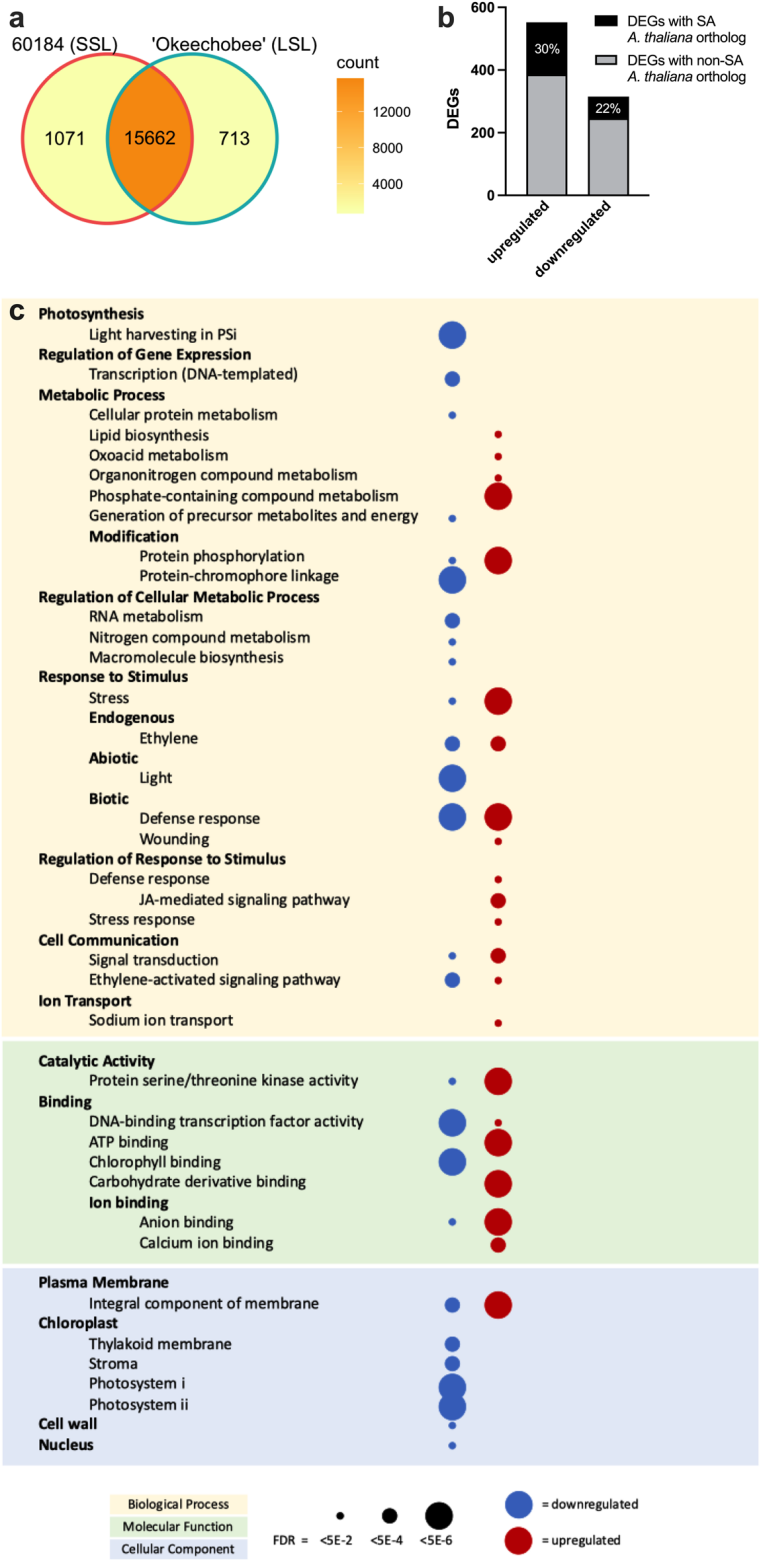
Distribution of expressed (TPM ≥ 100) genes among selected *L. sativa* genotypes, summary and GO enrichment analysis of DE genes between genotypes 60184 (SSL) and ‘Okeechobee’ (LSL). (**a**) Venn diagram of expressed genes between 60184 and ‘Okeechobee’. (**b**) Summary of DE genes in ‘Okeechobee’ relative to 60184. Black portion of bars denotes upregulated and downregulated *L. sativa* genes possessing an orthologous *A. thaliana* gene characterized as a SAG in the Leaf Senescence Database. (**c**) Significantly enriched GO terms in genes DE between 60184 and ‘Okeechobee’ at maturity. Enrichment in downregulated and upregulated genes is represented by blue dots and red dots, respectively. False discovery rate (FDR) shown by dot size. From the top, gene ontology categories are colored yellow (biological process), green (molecular function), and blue (cellular component). Related GO terms are grouped together based on the GO term hierarchy.

Significantly enriched GO terms for specific biological processes, molecular functions, and cellular components were analyzed using the hierarchy feature of the Gene Ontology Resource. Enriched GO terms, KEGG pathways, and STRING local clusters for *A. thaliana* orthologs of lettuce DE genes were identified using the STRING database protein network tool (Fig. 4c). 

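Of 129 measured disease resistance genes of the NBS-LRR type, which encode immune receptors, 97 rose in ‘Okeechobee’ (LSL), 24 fell and 8 did not pass the test (99 higher and 25 lower when adjusted over the list alone). A TIR-NBS-LRR gene (Lsat_1_v5_gn_1_93741) rose from 189 ± 32.5 to 3503 ± 259 normalized counts (SD, n = 3 each; log2 fold change 4.22, adjusted p = 3.2e-05 from edgeR’s quasi-likelihood test). A leucine-rich repeat gene (Lsat_1_v5_gn_7_86140) rose from 85.4 ± 28.2 to 4750.3 ± 377 (log2 fold change 5.80, adjusted p = 3.4e-05 from edgeR’s quasi-likelihood test). Another TIR-NBS-LRR gene (Lsat_1_v5_gn_8_48660) fell from 583 ± 36.3 to 1.74 ± 1.09, and an MLO family gene (Lsat_1_v5_gn_9_68580), whose relatives affect susceptibility to mildew, fell from 1339 ± 243 to 14.5 ± 3.96. Their log2 fold changes were -8.26 and -6.53 (adjusted p = 3.2e-05 for both genes from edgeR’s quasi-likelihood test). Of 16 measured terpene synthesis genes, 10 rose, 4 fell and 2 did not pass (10 higher and 5 lower when adjusted over the list alone). The list is not limited to monoterpenes and includes genes of triterpene synthesis. Its median log2 fold change was 1.31, with members from -10.86 to 5.27. The mean centred log2 CPM of the list did not differ, at 0.00016 in 60184 (SSL) and -0.00016 in ‘Okeechobee’ (LSL). A germacrene A hydroxylase gene (Lsat_1_v5_gn_8_115261) rose from 503 ± 83.2 to 2086 ± 312 (log2 fold change 2.05), while lupeol synthase genes rose (Lsat_1_v5_gn_7_28400, 1.89) or fell (Lsat_1_v5_gn_1_74321, -6.43). The lists come from the study’s own tables: 100% of the 1996 tested genes of its Table S2 copy passed the test, against 32.7% of the 15662 genes expressed in both genotypes, so these tallies are not independent evidence. Without 60184 replicate 1 or replicate 2, 9 terpene synthesis genes passed.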

Among upregulated genes, monoterpene biosynthesis, JA biosynthesis, and protein autophosphorylation terms were enriched, and there was general enhancement of stress and defense-responsive genes. Terms for cell communication and signal transduction were also enriched. Anion binding and calcium binding, as well as sodium ion transport, were significantly overrepresented. Integral plasma membrane component was the only cellular component enriched term. STRING database analysis identified five overrepresented KEGG pathways supporting the GO enrichment analysis: plant–pathogen interaction, alpha-linoleic acid metabolism, plant hormone signal transduction, MAPK signaling pathway, and ABC transporters (Fig. 4c). 

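All 24 measured light harvesting genes fell in ‘Okeechobee’ (LSL), and the circadian clock genes changed in both directions. The light harvesting genes encode the chlorophyll-binding antenna proteins of the photosystems, and all 24 were also lower when adjusted over the list alone. LHCA4 (Lsat_1_v5_gn_9_27081), of the photosystem I antenna, fell from 32043 ± 22043 to 3363 ± 1306 normalized counts (SD, n = 3 each; log2 fold change -3.25, standard error 0.53, adjusted p = 0.0038 from edgeR’s quasi-likelihood test). LHCB6 (Lsat_1_v5_gn_5_107040), of the photosystem II antenna, fell from 32038 ± 18549 to 4546 ± 3242 (log2 fold change -2.82, standard error 0.62, adjusted p = 0.013 from edgeR’s quasi-likelihood test). Of 7 clock genes, 3 rose and 4 fell, with the same tally when adjusted over the list alone. A gene described in Table S4 as LNK3 (Lsat_1_v5_gn_1_118261) fell from 1010.0 ± 248 to 16.0 ± 8.78 (log2 fold change -5.95, adjusted p = 9.7e-05 from edgeR’s quasi-likelihood test). PRR7 (Lsat_1_v5_gn_8_21260) rose from 4927 ± 542 to 8515 ± 276 (log2 fold change 0.79, adjusted p = 0.0054 from edgeR’s quasi-likelihood test). Another gene matched to LUX (Lsat_1_v5_gn_5_169461), which encodes a clock component of the evening, had a log2 fold change of 1.81 (adjusted p = 0.0037 from edgeR’s quasi-likelihood test). Genes of cell division also differed between the genotypes: 12 of 22 were higher in ‘Okeechobee’ (LSL), 6 were lower and 4 did not pass (12 and 7 when adjusted over the list alone). This balance differed between the study’s tables, with 8 higher and 0 lower in Table S4, 12 and 3 in the copy of Table S2, and 4 and 4 in that of Table S3. The lists come from the study’s tables and are not independent evidence of direction. The time of day at which the leaves were taken was not found in the paper. Clock and light harvesting transcripts vary over the day, so a difference in that time between the genotypes is not excluded. Without 60184 replicate 1 or without ‘Okeechobee’ (LSL) replicate 2, 18 light harvesting genes passed, and without 60184 replicate 2, 4 clock genes passed.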

Genes downregulated in ‘Okeechobee’ (LSL) were highly enriched for photosynthetic processes including light harvesting in photosystems I and II (PSI, PSII), protein-chromophore linkage, and chlorophyll binding, as well as for and light response and circadian rhythm. RNA metabolism and DNA-binding TF activity genes were overrepresented. 

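Transcription factors of the AP2/ERF family, many of which respond to ethylene, went both ways in ‘Okeechobee’ (LSL). Of 50 measured members, 24 fell, 13 rose and 13 did not pass the test (26 lower and 16 higher when adjusted over the list alone). The family’s median log2 fold change was -0.86, and its members ran from -3.88 to 10.17. A gene related to AP2.7 (Lsat_1_v5_gn_9_20420) fell from 1705 ± 200.1 to 575 ± 13.4 normalized counts (SD, n = 3 each; log2 fold change -1.57, standard error 0.12, adjusted p = 2.0e-04 from edgeR’s quasi-likelihood test). Another member (Lsat_1_v5_gn_1_46781), listed as an integrase-type DNA-binding protein, fell from 694 ± 130.1 to 96.9 ± 47.8 (log2 fold change -2.84, adjusted p = 0.0018 from edgeR’s quasi-likelihood test). The members come from the study’s tables, so the tally is not independent evidence. Its balance differed between these tables, with 9 higher and 19 lower in the copy of Table S2, 6 and 5 in that of Table S3, and 11 and 10 in Table S4.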

Several terms describing response to ethylene and ethylene signaling pathways were enriched among downregulated genes. Additionally, regulation of abscisic acid biosynthesis and cellular response to gibberellins, two noted senescence-promoting phytohormones, were enriched (Fig. 4c).

### Identification of putative shelf-life associated genes

To identify novel shelf-life associated genes, we used our transcriptional data to find putative SAGs. Since no SAGs are formally characterized for lettuce in the Leaf Senescence Database^14^, we subset putative lettuce SAGs among DE genes between 60814 (SSL) and ‘Okeechobee’ (LSL). DE genes were screened for those possessing an *A. thaliana* orthologous gene documented as senescence-related in the Leaf Senescence Database. The full list of *A. thaliana* SAGs was merged with the list of lettuce DE genes and their *A. thaliana* orthologs. Among the DE genes, 30% of upregulated genes and 22% of downregulated genes had an *A. thaliana* senescence-associated ortholog (Fig. 4b). These subsets included 167 upregulated and 70 downregulated putative lettuce SAGs. The *A. thaliana* gene IDs of these subsets were analyzed using ShinyGO 0.76.1, and the top 20 enriched GO terms were ranked first by FDR < 0.5 and then fold enrichment (Supplementary Fig. S1). Among the upregulated lettuce putative SAGs, negative regulation of ethylene-activated signaling pathway and negative regulation of a phosphorelay signal transduction pathway were the most significantly enriched terms. Other enriched terms included several related to stress responses to external stimuli, including wounding, water deprivation, and acid chemical response. Several enriched terms were also related to endogenous hormone stimulus. The enrichment of terms related to negative regulation of ethylene and other signaling pathways suggests that ‘Okeechobee’ may have a suppressed response to ethylene, a senescence-promoting phytohormone, at this time in development. 

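A repressor of ethylene signaling was among the genes that rose most clearly in ‘Okeechobee’ (LSL). EIN3-binding F-box protein 2 (Lsat_1_v5_gn_7_45101) marks the ethylene transcription factor EIN3 for breakdown. Its gene rose from 94.5 ± 11.6 normalized counts in 60184 (SSL) to 2090.1 ± 346 in ‘Okeechobee’ (LSL) (SD, n = 3 each). This is a log2 fold change of 4.46 (standard error 0.19, adjusted p = 3.2e-05 from edgeR’s quasi-likelihood test). The gene is among the upregulated genes with a senescence-associated ortholog in Table S4, and it was 1 of the 10 higher genes with the smallest p and a description. A higher transcript of 1 repressor does not show whether ethylene signaling was lower, and genes of the AP2/ERF family went both ways.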

Perhaps the observed increased expression of stress and wounding responsive genes in ‘Okeechobee’ before harvest could indicate potential for a faster response to wounding at the time of harvest that allows for an extended shelf-life.

Among downregulated genes, the top enriched GO terms included response to red light, circadian rhythm, and phosphorelay signal transduction system. Terms related to external biotic stimulus response were also enriched, with response to bacterium being the most specific enriched term in this hierarchy. There were also several enriched terms related to endogenous hormone stimulus response (Supplementary Fig. S1). It is interesting to note that red light response-related genes are enriched among those expressed at lower levels at the preharvest time point in ‘Okeechobee’, as a decline in expression of chloroplast and photosynthesis-related genes is a hallmark of promotion of postharvest senescence. Additionally, considering that genes with phosphorelay transduction pathway and hormone response functions were enriched among both upregulated and downregulated DE genes, these results suggest that various phytohormones are differentially regulated between 60184 and ‘Okeechobee’.

Additionally, we specifically examined the expression patterns of lettuce orthologs of ten previously characterized *A. thaliana* SAGs^15^. RNA-seq expression data for this subset of putative lettuce SAGs was extracted to compare gene expression levels during the preharvest developmental stage with characterized postharvest trends. Several genes among this subset were DE between genotypes at maturity. 

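PRR5 and LUX encode components of the circadian clock, and KIRA encodes a transcription factor of the NAC family. The identifier of KIRA was read from the image of Fig. 5 alone. The time of day of sampling, with which clock transcripts vary, was not found in the paper. PRR5 (Lsat_1_v5_gn_8_4341) fell from 1137 ± 122 normalized counts in 60184 (SSL) to 509.5 ± 221 in ‘Okeechobee’ (LSL) (SD, n = 3 each), a log2 fold change of -1.15 (standard error 0.32, adjusted p = 0.031 from edgeR’s quasi-likelihood test). KIRA (Lsat_1_v5_gn_9_10341) fell from 287 ± 8.30 to 146 ± 4.79 (log2 fold change -0.97, standard error 0.15, adjusted p = 0.0033 from edgeR’s quasi-likelihood test). LUX (Lsat_1_v5_gn_9_24661) rose from 91.2 ± 20.0 to 308 ± 76.0 (log2 fold change 1.76, standard error 0.27, adjusted p = 0.0027 from edgeR’s quasi-likelihood test). PRR5 did not pass the adjusted p under every alternative, among them leaving out 1 replicate. Over the alternatives, run with edgeR’s quasi-likelihood test or DESeq2, its adjusted p ran from 0.0033 to 0.094, the highest without 60184 replicate 3.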

*LsPRR5* and *LsKIRA* had significant downregulation and *LsLUX* was significantly upregulated in ‘Okeechobee’ (LSL) relative to 60184 (SSL) (Fig. 5). *AtPRR5* (*LsPRR5* ortholog) and *AtKIRA* are known to be positive regulators of senescence^16,17^, while *AtLUX* is a negative regulator of senescence^18^. 

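The same set of senescence genes holds a cytokinin response factor, a clock gene, an abscisic acid receptor and transcription factors of the NAC and WRKY families. The identifiers of CRF5, ELF3, NAC90, ORE15 and WRKY75 were read from the image of Fig. 5 alone, so a misread one would give the values of another gene. CRF5 (Lsat_1_v5_gn_2_134301), the cytokinin response factor, had 121 ± 21.0 normalized counts in 60184 (SSL) and 104 ± 51.0 in ‘Okeechobee’ (LSL) (SD, n = 3 each; log2 fold change -0.23, adjusted p = 0.70 from edgeR’s quasi-likelihood test). ELF3 (Lsat_1_v5_gn_3_25981), the clock gene, had 646 ± 72.1 and 751 ± 73.9 (log2 fold change 0.22, adjusted p = 0.26 from edgeR’s quasi-likelihood test). NAC17 (Lsat_1_v5_gn_6_99960) had 3967 ± 218 and 4585 ± 558 (log2 fold change 0.21, adjusted p = 0.29 from edgeR’s quasi-likelihood test). WRKY75 (Lsat_1_v5_gn_4_1201) had 81.6 ± 10.1 and 111 ± 34.0 (log2 fold change 0.44, adjusted p = 0.29 from edgeR’s quasi-likelihood test). For NAC90 (Lsat_1_v5_gn_6_38501) the counts were 558 ± 273 and 436 ± 275, with a wide spread in both genotypes (log2 fold change -0.35, adjusted p = 0.61 from edgeR’s quasi-likelihood test). PYL9 (Lsat_1_v5_gn_3_139520), the abscisic acid receptor, had 1827 ± 417 in 60184 and 1247 ± 239 in ‘Okeechobee’ (LSL) (log2 fold change -0.55, adjusted p = 0.077 from edgeR’s quasi-likelihood test). ORE15 (Lsat_1_v5_gn_2_61160) had 14 reads in the 3 libraries of 60184 and 2 in those of ‘Okeechobee’ (LSL), too few to be tested. PYL9 passed under 3 alternatives: over all of them its adjusted p ran from 0.026 to 0.22 with edgeR’s quasi-likelihood test and DESeq2. CRF5 and NAC90 turned direction without ‘Okeechobee’ (LSL) replicate 1 and without 60184 replicate 1, to log2 fold changes of 0.11 and 0.12.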

The other seven genes were not significantly DE at maturity. These results suggest that *LsPRR5*, *LsKIRA*, and *LsLUX* expression could be potential indicators of postharvest shelf-life, although it is important to consider that there are likely dynamic changes in SAG expression occurring with the onset of postharvest senescence, so markers used to predict shelf-life in lettuce may vary with developmental stage.

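Of the 9 genes of the set that could be tested, 1 rose, 2 fell and 6 did not pass, with the same tally when adjusted over the list alone. None of them reached an absolute log2 fold change of 2 in the comparison of ‘Okeechobee’ (LSL) with 60184 (SSL). The orthologs of PRR5 and KIRA in A. thaliana promote senescence, and that of LUX delays it. From lower PRR5 and KIRA and higher LUX in the genotype with the longer shelf-life, the paper proposes these 3 genes as potential indicators of shelf-life, with the caveat that markers can vary with developmental stage.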

**Figure 5:**
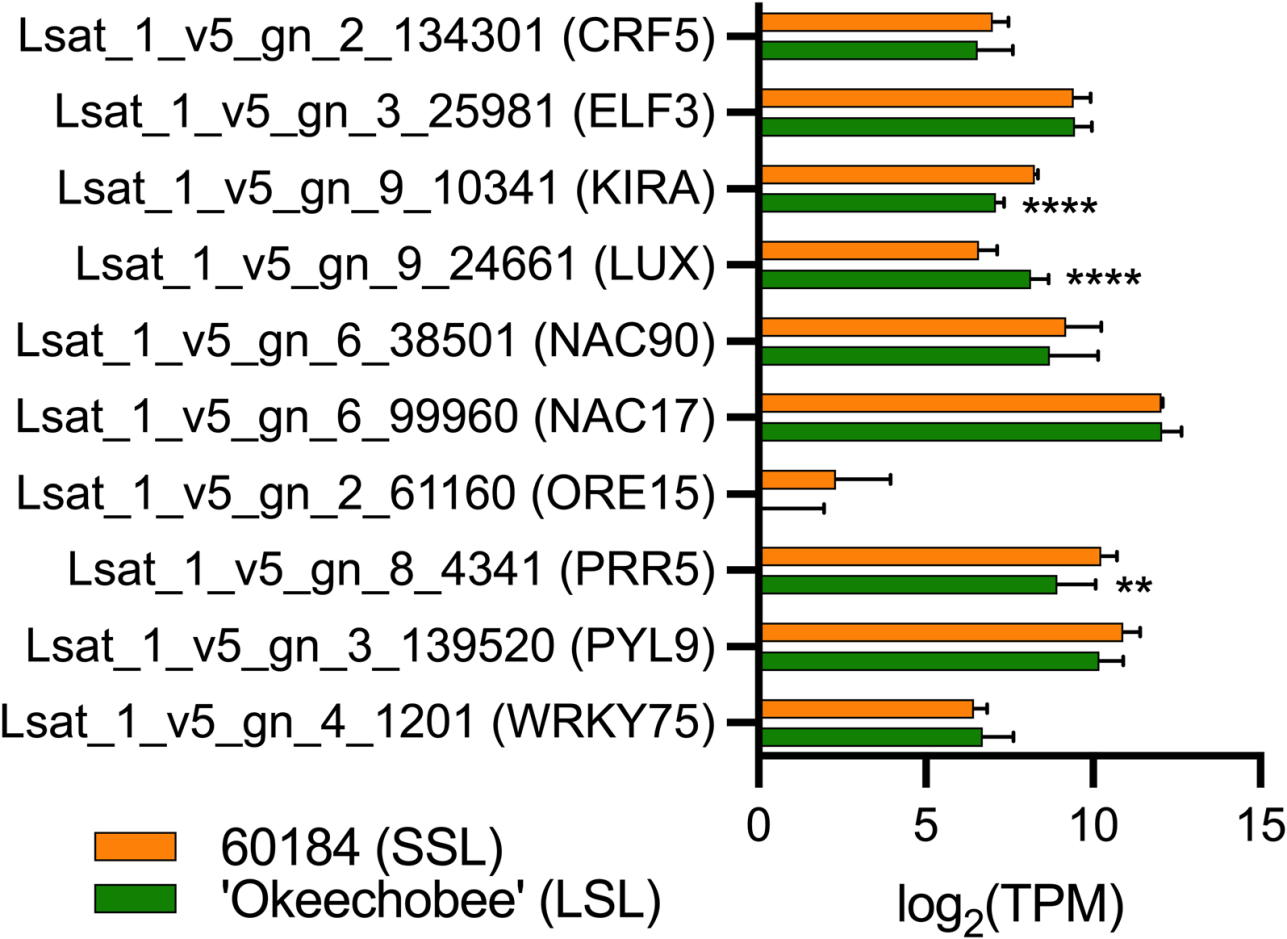
Identification of pre-harvest markers as putative lettuce SAGs. Expression of ten *L. sativa* putative SAGs based on the Wang et al.^15^ set in 60184 (SSL) and ‘Okeechobee’ (LSL) genotypes at mature preharvest developmental stage, presented as log_2_(TPM) values. Asterisks indicate significant difference in expression relative to 60184. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Senescence-associated TFs represent a large portion of DE genes between genotypes

A large portion of characterized SAGs are TFs. TFs among DE genes were mined by sub-setting lettuce DE genes with an *A. thaliana* ortholog listed in the Plant TF Database^19^. Functional “deflines” from the Phytozome V13 *L. sativa* genome resource were also checked to validate the TFs identified using ortholog descriptions. 

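WRKY and NAC transcription factors went both ways in ‘Okeechobee’ (LSL). Of 22 measured WRKY genes, 13 rose, 8 fell and 1 did not pass (13 and 8 when adjusted over the list alone). WRKY21 (Lsat_1_v5_gn_8_91621) rose from 1069 ± 98.2 to 3632 ± 429 normalized counts (SD, n = 3 each; log2 fold change 1.77, standard error 0.14, adjusted p = 2.0e-04 from edgeR’s quasi-likelihood test). WRKY11 (Lsat_1_v5_gn_7_55280) fell from 7106 ± 699 to 1128 ± 309 (log2 fold change -2.65, standard error 0.23, adjusted p = 2.5e-04 from edgeR’s quasi-likelihood test). Of 17 measured NAC genes, 10 rose, 4 fell and 3 did not pass (10 and 4 when adjusted over the list alone). NAC28 (Lsat_1_v5_gn_1_18141) rose from 80.9 ± 13.5 to 328 ± 38.4, and a NAC gene without a number (Lsat_1_v5_gn_9_95120) rose from 8.22 ± 9.23 to 1906 ± 1058 (log2 fold changes 2.02 and 7.81, adjusted p = 5.2e-04 and 5.2e-04 from edgeR’s quasi-likelihood test). Within Table S4 alone, 5 WRKY genes were higher and 3 lower, and 6 NAC genes were higher and 1 lower. Table S4 holds genes called on these libraries, so its tallies are not independent evidence. Without 60184 replicate 3, 9 NAC genes passed.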

We found 57 TFs with upregulated expression and 43 TFs with downregulated expression in ‘Okeechobee’ (LSL) (Fig. 6). Among all DE TFs, 76% belonged to families previously characterized as senescence-associated in the literature^20^, including the APETALA2/ETHYLENE RESPONSIVE FACTOR (AP2/ERF), NAC (NAM, ATAC, CUC), MYB, and WRKY families, and other less common TF families (Fig. 6). 

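AP2/ERF genes of Table S4 were split nearly evenly between higher and lower in ‘Okeechobee’ (LSL). Of 23 such genes, 11 rose, 10 fell and 2 did not pass (12 and 11 when adjusted over the list alone). Being chosen on these libraries, they are not independent evidence. A gene described as ethylene responsive element binding factor 1 (Lsat_1_v5_gn_6_92840) rose from 1309 ± 143 to 7286 ± 1368 normalized counts (SD, n = 3 each; log2 fold change 2.48, adjusted p = 1.6e-04 from edgeR’s quasi-likelihood test). Binding factor 4 of the same kind (Lsat_1_v5_gn_5_186580), a repressor in A. thaliana, rose from 11.2 ± 2.75 to 259.8 ± 90.2 (log2 fold change 4.52, adjusted p = 2.6e-04 from edgeR’s quasi-likelihood test), and another member (Lsat_1_v5_gn_2_130781) rose by a log2 fold change of 3.56. C-repeat binding factors, which switch on cold and dehydration genes, were lower: CBF4 (Lsat_1_v5_gn_9_54780) fell from 328 ± 12.0 to 80.6 ± 21.1 and CBF1 (Lsat_1_v5_gn_9_54581) from 578 ± 99.8 to 158 ± 49.3. Their log2 fold changes were -2.02 and -1.86 (adjusted p = 8.0e-04 and 0.0015 from edgeR’s quasi-likelihood test). Of 16 genes of cold and dehydration response, 8 rose, 6 fell and 2 did not pass (8 and 7 when adjusted over the list alone). The dehydrin COR47 (Lsat_1_v5_gn_3_77021), a protective protein of dry or cold cells, rose from 5.50 ± 4.78 to 716 ± 158 (log2 fold change 7.03, adjusted p = 1.1e-04 from edgeR’s quasi-likelihood test). Without 60184 replicate 2 and without 60184 replicate 3, 8 and 9 genes of cold and dehydration response passed.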

AP2/ERF TFs represented the largest proportion of all DE TFs, accounting for 21.05% of upregulated TFs and 30.23% of downregulated TFs in ‘Okeechobee’ (LSL). Members of this family including several ERFs and dehydration-responsive element-binding protein (*DBP*) genes were found in both upregulated and downregulated gene sets. 

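WRKY48 and WRKY57 rose in ‘Okeechobee’ (LSL), beside NAC83 and WRKY70. WRKY48 (Lsat_1_v5_gn_6_220) had 6.49 ± 5.82 normalized counts in 60184 (SSL), 21 reads in all, and 169.8 ± 62.8 in ‘Okeechobee’ (LSL) (SD, n = 3 each). Its log2 fold change was 4.67 (standard error 0.67, adjusted p = 0.0022 from edgeR’s quasi-likelihood test). WRKY57 (Lsat_1_v5_gn_4_12300), which links auxin and jasmonate signals in A. thaliana leaves, rose from 272 ± 28.8 to 1272 ± 230.3 (log2 fold change 2.23, standard error 0.17, adjusted p = 1.8e-04 from edgeR’s quasi-likelihood test).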

Several members of the WRKY and NAC TF families previously characterized as negative regulators of senescence were found among genes upregulated in ‘Okeechobee’ (LSL), including *LsNAC83, LsWRKY48, LsWRKY70,* and *LsWRKY57*^6,21,22^. 

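JAZ proteins, a part of the TIFY family, repress jasmonate signaling until the hormone is sensed. Of 7 measured TIFY genes all rose, and 6 of them met every DE threshold. The tally was the same when adjusted over the list alone. Their median log2 fold change was 3.60, and the smallest was 1.28. A gene with TIFY and CCT motifs (Lsat_1_v5_gn_4_91521) rose from 447 ± 324 normalized counts in 60184 (SSL) to 9080.5 ± 4472 in ‘Okeechobee’ (LSL) (SD, n = 3 each; log2 fold change 4.34, standard error 0.63, adjusted p = 0.0023 from edgeR’s quasi-likelihood test). The study described this family from the same libraries, so its direction is not independent evidence.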

We identified the TIFY family, an interesting gene family in which its members were exclusively upregulated in ‘Okeechobee’ (LSL). The TIFY family is a plant-specific TF family characterized by the conserved motif TIF[F/Y]XG and comprises four sub-families, including the *JAZ*^23^. Six *JAZ* genes were upregulated in ‘Okeechobee’. These proteins repress jasmonate signaling, and JA is a positive regulator of leaf senescence^6^. These results suggest several putative negative regulators of lettuce leaf senescence belong to NAC, WRKY, and TIFY TF families.

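Of the JAZ genes, JAZ8 had the largest change. JAZ8 (Lsat_1_v5_gn_7_28101) had 10.5 ± 8.94 normalized counts in 60184 (SSL), 34 reads in all, and 865 ± 444 in ‘Okeechobee’ (LSL) (SD, n = 3 each; log2 fold change 6.34, standard error 0.66, adjusted p = 6.1e-04 from edgeR’s quasi-likelihood test). JAZ10 (Lsat_1_v5_gn_3_31461) rose from 2077 ± 405 to 19673 ± 5139.6 (log2 fold change 3.25, standard error 0.27, adjusted p = 2.3e-04 from edgeR’s quasi-likelihood test). A gene matched to JAZ1 (Lsat_1_v5_gn_1_37841) rose from 1298 ± 144 to 15676 ± 5568 (log2 fold change 3.60, standard error 0.31, adjusted p = 2.6e-04 from edgeR’s quasi-likelihood test).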

**Figure 6:**
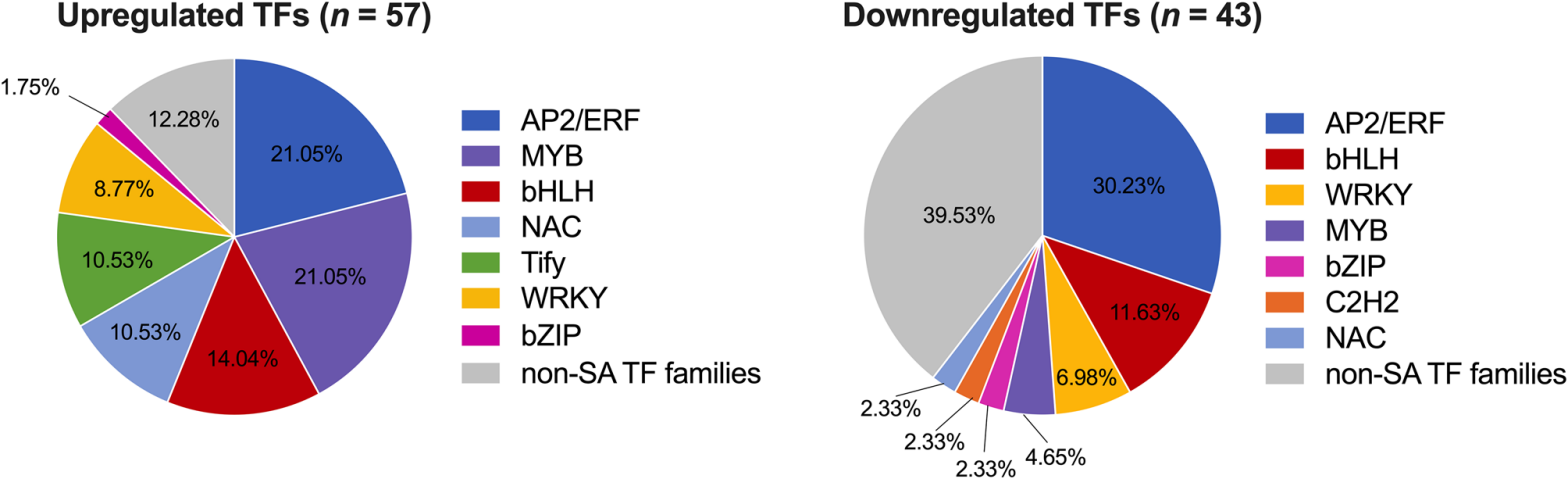
TF families among DE genes in ‘Okeechobee’ (LSL) relative to 60184 (SSL). Colored wedges represent TF families largely noted in literature as comprising SAGs. *AP2/ERF* APETALA2/ethylene responsive factors, *bHLH* basic helix-loop-helix, *NAC* (NAM, ATAC, CUC), *bZIP* basic leucine zipper, *C2H2* cys2-his2 zinc finger.

### Genes regulating JA biosynthesis and signaling are upregulated in LSL genotype

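Most genes of jasmonate synthesis were higher in ‘Okeechobee’ (LSL) and none was lower. Of 16 measured genes, 13 rose and 3 did not pass the test, and 15 were higher when adjusted over the list alone. Their median log2 fold change was 2.14. Libraries of 1 genotype can also differ in these genes. Their mean log2 CPM, centred on all 9 libraries, was -0.13, 0.79 and -0.15 in ‘Manatee’ (ISL) and 1.02, 0.83 and 0.79 in ‘Okeechobee’ (LSL). OPC-8:0 CoA ligase 1 (Lsat_1_v5_gn_8_28060), which prepares the precursor for β-oxidation, rose from 1541 ± 613 to 18153 ± 4143 normalized counts (SD, n = 3 each). This is a log2 fold change of 3.56 (standard error 0.33, adjusted p = 3.9e-04 from edgeR’s quasi-likelihood test). The members were found in the study’s tables and are not independent evidence of direction.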

Significant enrichment of genes involved in JA biosynthesis and regulation of JA hormone signaling was discovered among genes upregulated in ‘Okeechobee’ (LSL) compared with 60184 (SSL) at preharvest. Many genes functioning in the pathways for jasmonoyl-isoleucine (JA-Ile) and methyl jasmonate (MeJA) synthesis^24^ were significantly upregulated, including genes encoding phospholipase A1 (*LsPLA1*), lipoxygenase (*LsLOX*), allene oxide synthase (*LsAOS*), allene oxide cyclase (*LsAOC*), 3-ketoacyl-CoA thiolase (*LsKAT*), jasmonic acid-amino acid synthetase (*LsJAR1*), and *S*-adenosyl-l-methionine-dependent methyltransferase (*LsSAM-MTase*) (Fig. 7b).

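Genes for most of the steps from membrane lipid to jasmonoyl-isoleucine and methyl jasmonate were higher in ‘Okeechobee’ (LSL). All 9 genes of Fig. 7 rose, also when adjusted over the list alone, but the study chose them on these libraries, so this is not independent evidence. LOX (Lsat_1_v5_gn_4_93560), which oxidizes linolenic acid, rose from 12804 ± 2307 to 56977 ± 17277 normalized counts (SD, n = 3 each; log2 fold change 2.16, standard error 0.29, adjusted p = 0.0016 from edgeR’s quasi-likelihood test). AOS (Lsat_1_v5_gn_1_19560) rose from 3218 ± 282 to 14024 ± 4386 (log2 fold change 2.13, adjusted p = 8.0e-04 from edgeR’s quasi-likelihood test). AOC (Lsat_1_v5_gn_4_153121), the next enzyme, rose from 7913 ± 1217 to 42004 ± 12577 (log2 fold change 2.41, adjusted p = 6.9e-04 from edgeR’s quasi-likelihood test). JAR1 (Lsat_1_v5_gn_4_34281), which joins jasmonate to isoleucine, rose from 651 ± 63.3 to 7964 ± 929.9 (log2 fold change 3.61, adjusted p = 3.4e-05 from edgeR’s quasi-likelihood test). The S-adenosylmethionine-dependent methyltransferase (Lsat_1_v5_gn_7_10741) rose from 14.8 ± 11.4 to 285 ± 159 (log2 fold change 4.25, adjusted p = 0.0025 from edgeR’s quasi-likelihood test). KAT is the gene named ACAA1 in Fig. 3. Phospholipase A1, which releases the fatty acid, was higher for 3 genes, with log2 fold changes of 2.57 (Lsat_1_v5_gn_6_94020), 2.16 (Lsat_1_v5_gn_4_13301) and 2.55 (Lsat_1_v5_gn_1_24360). The adjusted p values of these phospholipase genes were 1.2e-04, 0.0081 and 0.043 from edgeR’s quasi-likelihood test. The last of them varied most, relative to its mean, between replicates of ‘Okeechobee’ (LSL), at 757 ± 640.3 counts, and over the alternatives, with edgeR’s quasi-likelihood test or DESeq2, its adjusted p ran from 0.014 to 0.13, the highest without 60184 replicate 1.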

**Figure 7:**
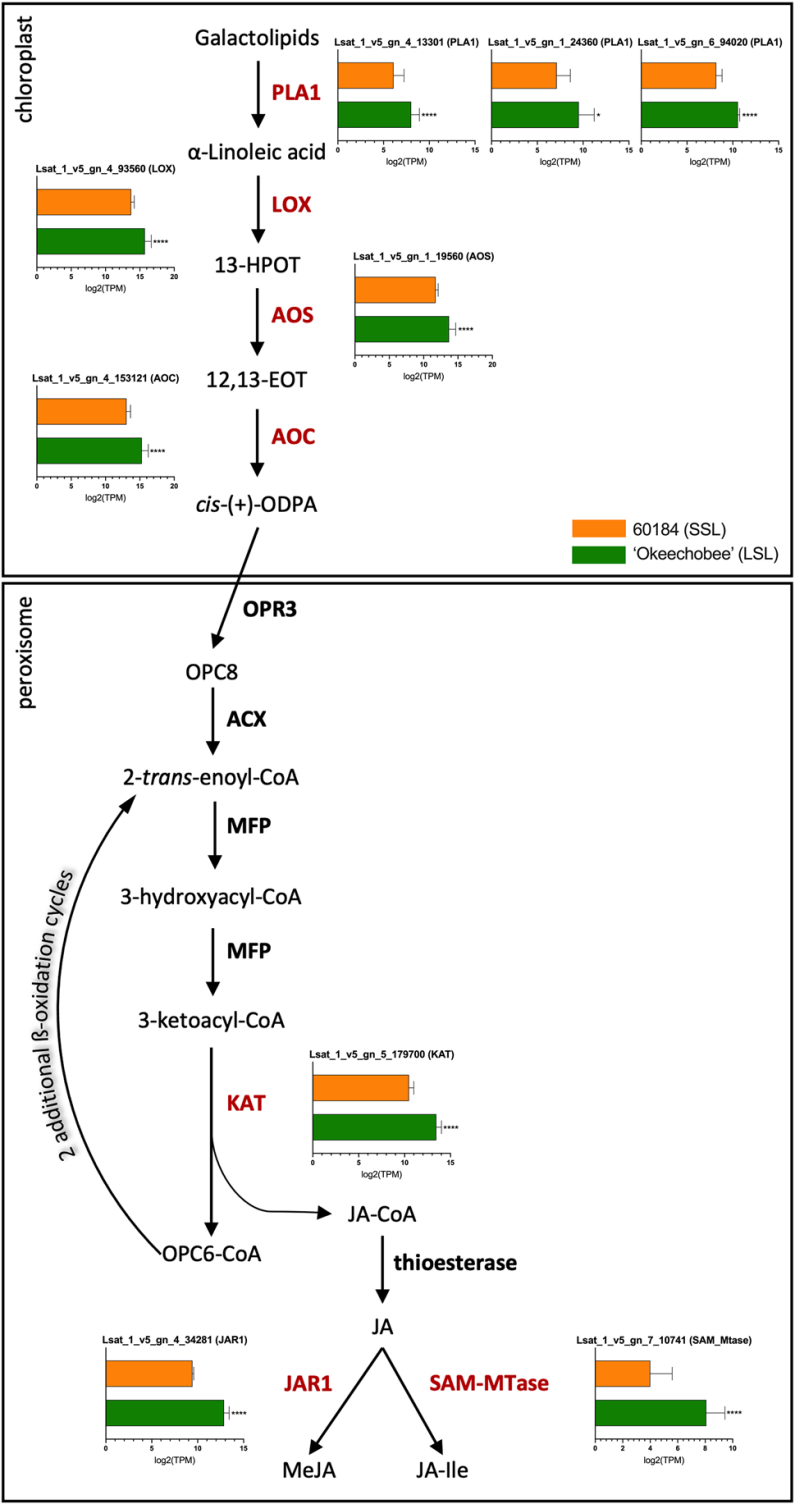
Differential expression of lettuce JA biosynthesis pathway genes in lettuce genotypes at maturity. Synthesis of JA-Ile and MeJA from galactolipid precursors. Red color indicates significant upregulation in ‘Okeechobee’ (LSL). Graphs accompanying DE genes show expression of JA biosynthesis genes in 60184 (SSL) and ‘Okeechobee’ genotypes at mature preharvest developmental stage, presented as log_2_(TPM) values. Asterisks indicate significant difference in expression relative to 60184. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. *PLA1* phospholipase A_1_, *LOX* lipoxygenase, *13-HPOT* (13S)-hydroperoxyoctadecatrienoic acid, *AOS* allene oxide synthase, *12,13-EOT* 12,13-epoxyoctadecatrienoic acid, *AOC* allene oxide cyclase, *ODPA* 12-oxophytodienoic acid, *OPR3* OPDA reductase 3, *OPC8* 3-oxo-2(2′[Z]-pentenyl)-cyclopentane-1-octanoic acid, *ACX* acyl-CoA oxidase, *MFP* multifunctional protein, *KAT* 3-ketoacyl-CoA thiolase, *JAR1* JA-amino acid synthetase, *SAM-MTase* *S*-adenosyl-l-methionine-dependent methyltransferase, *JA* (+)-7-iso-jasmonic acid, *JA-Ile* jasmonoyl-isoleucine, *MeJA* methyl jasmonate.

In addition to upregulation of JA biosynthesis genes, several genes regulating JA signal transduction were also upregulated in ‘Okeechobee’ (LSL). This included five genes of the *JAZ* family (Fig. 8b). 

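Of the genes in Fig. 8b, the JAZ genes without a number also had more transcripts in ‘Okeechobee’ (LSL). One (Lsat_1_v5_gn_5_137041) rose from 219 ± 78.7 to 4777 ± 2719 normalized counts (SD, n = 3 each; log2 fold change 4.45, standard error 0.48, adjusted p = 7.5e-04 from edgeR’s quasi-likelihood test). Another (Lsat_1_v5_gn_5_139561), matched to JAZ1, rose from 2594 ± 558 to 16514 ± 4685 (log2 fold change 2.67, standard error 0.27, adjusted p = 5.2e-04 from edgeR’s quasi-likelihood test). A JAZ gene under the fold threshold (Lsat_1_v5_gn_8_85820) was the most abundant, rising from 11896 ± 3026 to 28902 ± 3774 (log2 fold change 1.28, adjusted p = 0.0051 from edgeR’s quasi-likelihood test).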

The lettuce ortholog of *A. thaliana* TOPLESS-RELATED1 (*TPR1*), whose protein product acts as a JAZ co-repressor with NOVEL INTERACTOR OF JAZ (NINJA) protein^25^, was significantly upregulated in ‘Okeechobee’ (LSF). 

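The TPR1 gene was low in 60184 (SSL) and rose in every library of ‘Okeechobee’ (LSL). TPR1 (Lsat_1_v5_gn_5_63761) had 162 ± 37.1 normalized counts in 60184 and 2814 ± 935 in ‘Okeechobee’ (LSL) (SD, n = 3 each). This is a log2 fold change of 4.11 (standard error 0.30, adjusted p = 1.6e-04 from edgeR’s quasi-likelihood test).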

While there is increased expression of JA-signaling repressor genes in ‘Okeechobee’ (LSF), there is also significant upregulation of *LsMYC2*, albeit below our log_2_(FC) threshold. 

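Both genes matched to MYC2, the transcription factor that JAZ proteins hold back, were higher in ‘Okeechobee’ (LSL), with smaller changes than most of the JAZ genes. The more abundant gene (Lsat_1_v5_gn_3_17861) rose from 16067 ± 1336 to 30851 ± 5449 normalized counts (SD, n = 3 each), a log2 fold change of 0.94 (standard error 0.19, adjusted p = 0.0088 from edgeR’s quasi-likelihood test). The other gene (Lsat_1_v5_gn_6_65141) rose from 831 ± 104 to 2203 ± 685 (log2 fold change 1.41, standard error 0.23, adjusted p = 0.0034 from edgeR’s quasi-likelihood test). For the more abundant gene, the adjusted p over the alternatives, with edgeR’s quasi-likelihood test or DESeq2, ran from 2.4e-06 to 0.0503, the highest without 60184 replicate 2.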

Taken together, these results suggest that levels of JA biosynthesis and JA-signal transduction may have an influence on variation in the onset of senescence and thusly affect shelf-life.

**Figure 8:**
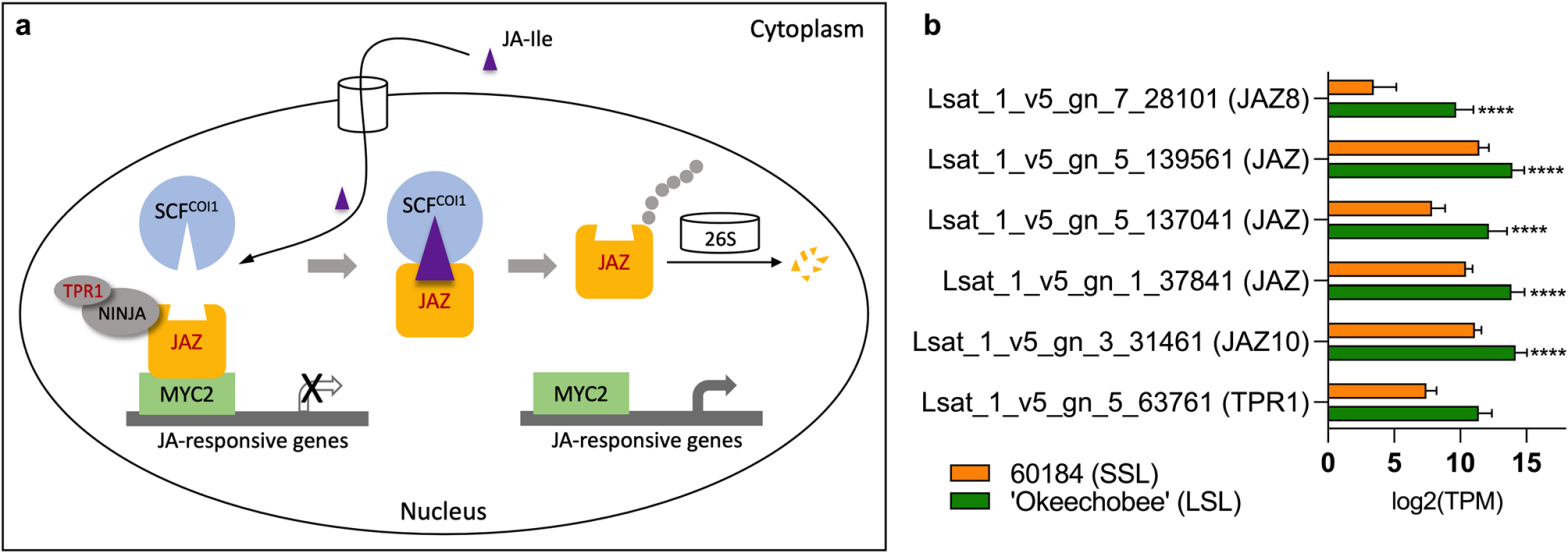
Differential expression of lettuce JA signaling pathway genes in lettuce genotypes at maturity. (**a**) Signaling pathway of JA-Ile. Red color indicates significant upregulation in ‘Okeechobee’ (LSL). *JA-Ile* jasmonoyl-isoleucine, *SCF* Skp1 cullin and F-box proteins, *COI1* coronatine insensitive 1, *JAZ* jasmonate ZIM-domain protein, *NINJA* NOVEL INTERACTOR OF JAZ, *TPR1* TOPLESS-RELATED1 protein, *26S* 26S proteasome. (**b**) Differential expression of JA-Ile signaling pathway genes in 60184 (SSL) and ‘Okeechobee’ genotypes at maturity, presented as log_2_(TPM) values. Asterisks indicate significant difference in expression relative to 60184. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Cell wall modification-associated genes are DE between genotypes

Modifying the traits of lettuce cell walls to reduce loosening has been shown to extend shelf-life by decreasing membrane leakage and increasing leaf strength^8^. Therefore, we investigated the relative expression of cell wall modification and degradation genes. 

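Several genes of xyloglucan endotransglucosylase/hydrolases (XTH), enzymes that cut and rejoin cell wall xyloglucan, were higher in ‘Okeechobee’ (LSL). Of 7 genes described as XTH in the supplementary tables, 4 rose, 1 fell and 2 did not pass (4 and 1 when adjusted over the list alone), and 3 met every DE threshold. These tables favor changed genes, so the tally is not independent evidence. The libraries of ‘Okeechobee’ (LSL) differed: the mean score of the 7 genes was -0.80 in replicate 1, below the 60184 (SSL) libraries (-0.50, -0.67 and -0.77), and 1.01 and 1.72 in replicates 2 and 3. The XTH gene Lsat_1_v5_gn_8_67360 rose from 306 ± 22.7 to 5479 ± 3596 normalized counts (SD, n = 3 each; log2 fold change 4.17, standard error 0.56, adjusted p = 0.0017 from edgeR’s quasi-likelihood test). A further XTH gene, Lsat_1_v5_gn_8_67301, rose from 193 ± 44.7 to 2698 ± 1782 (log2 fold change 3.80, adjusted p = 0.0020 from edgeR’s quasi-likelihood test). Lower counts were found for Lsat_1_v5_gn_8_67381, at 48.3 ± 5.00 and 473 ± 451 (log2 fold change 3.29, adjusted p = 0.015 from edgeR’s quasi-likelihood test). Yet another gene (Lsat_1_v5_gn_8_67401) rose by a log2 fold change of 1.94, under the threshold. Over the alternatives, with edgeR’s quasi-likelihood test or DESeq2, the adjusted p of Lsat_1_v5_gn_8_67381 ran from 1.3e-06 to 0.061, the highest without 60184 replicate 1. Without 60184 replicate 2 or replicate 3, 3 XTH genes passed.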

Transcripts mapped to 27 *LsXTH* genes, 25 of which were not DE between the two genotypes and two of which were upregulated in ‘Okeechobee’ (LSL). In ‘Okeechobee’ (LSL), six lettuce *PL* genes and three lettuce *EXP* genes were downregulated (Fig. 9a). 

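All 6 pectate lyase genes and all 3 expansin genes of Fig. 9a fell in ‘Okeechobee’ (LSL), also when adjusted over the list alone, though the study chose them on these libraries and they are not independent evidence. Pectate lyases cut the pectin that holds cells together, and expansins loosen the wall. The 6 pectate lyases had log2 fold changes from -3.57 to -2.17, and the 3 expansins from -4.36 to -2.45. The pectate lyase Lsat_1_v5_gn_2_115560 fell from 1215 ± 96.4 to 213 ± 103 normalized counts (SD, n = 3 each; standard error of the log2 fold change 0.34, adjusted p = 0.0018 from edgeR’s quasi-likelihood test). The largest fall, in Lsat_1_v5_gn_5_12880, was from 1436 ± 999 to 120.5 ± 48.8, with a wide spread in 60184 (SSL) (adjusted p = 0.0027 from edgeR’s quasi-likelihood test). Expansin A4 (Lsat_1_v5_gn_9_23601) fell from 1284 ± 411 to 215 ± 69.3 (adjusted p = 0.0010 from edgeR’s quasi-likelihood test). The expansin Lsat_1_v5_gn_8_15340 fell from 380.3 ± 302 to 18.8 ± 17.5 (adjusted p = 0.0060 from edgeR’s quasi-likelihood test).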

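Beyond the genes shown in Fig. 9a, some pectate lyase and expansin genes were higher in ‘Okeechobee’ (LSL). Of 13 measured genes described as pectin lyase-like or pectate lyase, 8 fell, 2 rose and 3 did not pass (9 lower and 2 higher when adjusted over the list alone). The 2 that rose were Lsat_1_v5_gn_6_22481, from 721 ± 46.0 to 2386 ± 302 normalized counts, and Lsat_1_v5_gn_8_85760, from 813 ± 71.6 to 1984 ± 208 (SD, n = 3 each). Their log2 fold changes were 1.73 and 1.29 (adjusted p = 1.8e-04 and 5.1e-04 from edgeR’s quasi-likelihood test). Of 10 expansin genes, 5 fell, 2 rose and 3 did not pass, with the same tally when adjusted over the list alone. Expansin A8 (Lsat_1_v5_gn_2_124880) fell from 1955 ± 407 to 782 ± 133, while expansin-like A1 (Lsat_1_v5_gn_8_121820) rose from 753 ± 72.8 to 2770.3 ± 939.5 (log2 fold changes -1.32 and 1.88, adjusted p = 0.0021 and 0.0020 from edgeR’s quasi-likelihood test). Expansin-like B1 (Lsat_1_v5_gn_6_60620) rose by a log2 fold change of 1.64. The members were drawn from the study’s tables and are not independent evidence.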

The higher level of expression of these genes in 60184 (SSL) suggests that this genotype may have looser cell walls or an earlier onset of cell wall degradation than ‘Okeechobee’ (LSL), which could be contributing factors to a more rapid postharvest senescence and shortened shelf-life.

**Figure 9:**
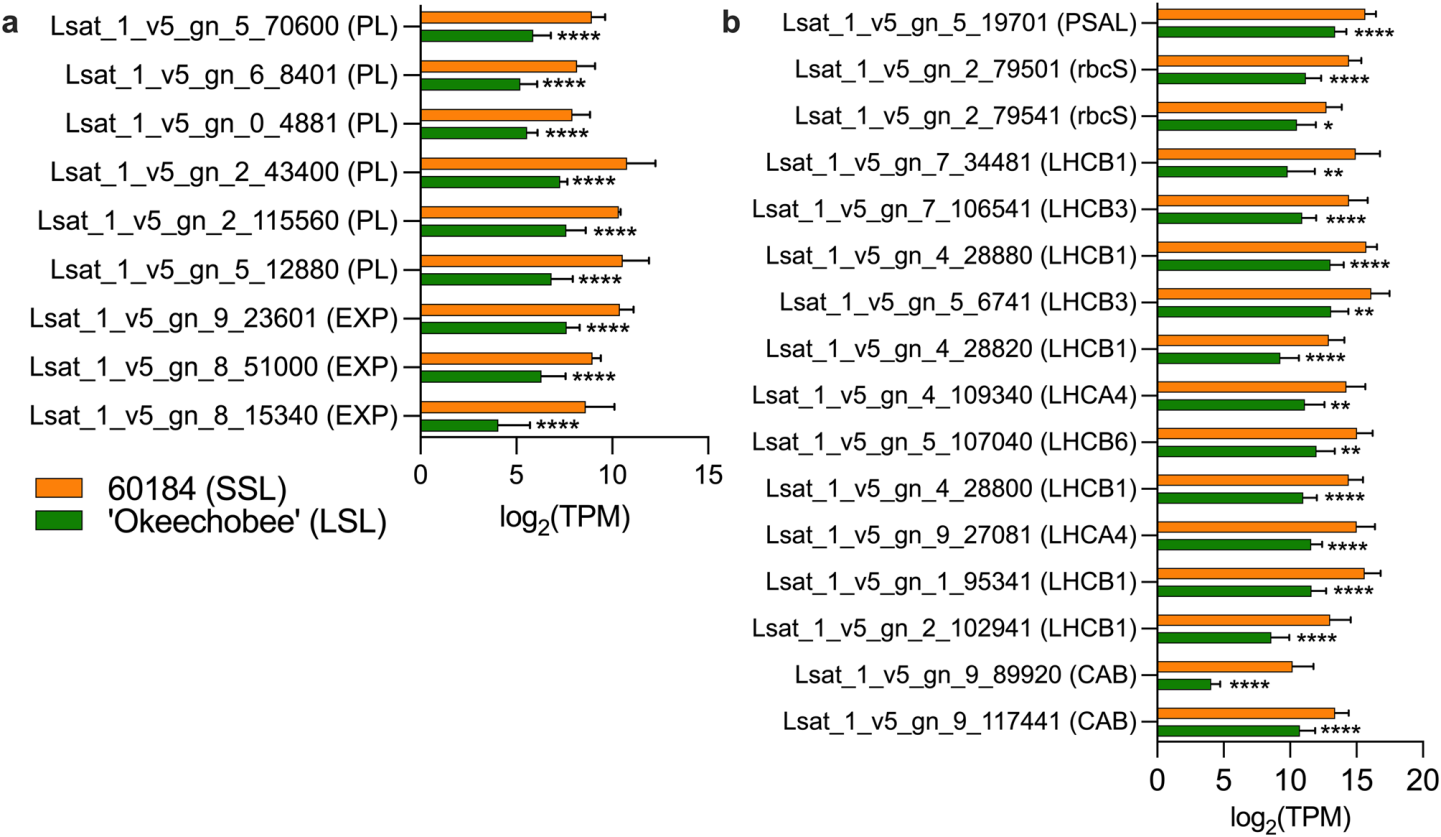
Relative expression levels of chloroplast-associated and cell wall-associated DE genes in lettuce genotypes at maturity. (**a**) Relative expression of cell wall-associated and (**b**) chlorophyll and photosynthesis-associated downregulated genes in 60184 (SSL) and ‘Okeechobee’ (LSL) genotypes, presented as log_2_(TPM) values. Asterisks indicate significant difference in expression relative to 60184. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Chlorophyll- and photosynthesis-associated genes are downregulated in LSL genotype

Among organelles, chloroplasts are highly modulated by senescence and stress response processes. The chloroplast is the site of early enzymatic degradation during senescence, and breakdown of chlorophyll is one of the major sources of quality loss in lettuce during shelf-life storage^26^. Chlorophyll binding protein genes and other chloroplast-associated genes were highly significantly enriched among downregulated DE genes in ‘Okeechobee’ (LSL) relative to 60184 (SSL). 

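Genes of light capture and chlorophyll synthesis were lower in ‘Okeechobee’ (LSL). Of 10 measured genes of chlorophyll synthesis, 7 fell, none rose and 3 did not pass (8 lower when adjusted over the list alone). CRD1 (Lsat_1_v5_gn_9_30221), the cyclase that forms the fifth ring of chlorophyll, fell from 27811 ± 7732 to 5740.5 ± 2086 normalized counts (SD, n = 3 each; log2 fold change -2.27, standard error 0.32, adjusted p = 0.0021 from edgeR’s quasi-likelihood test). Chlorophyllide a oxygenase (Lsat_1_v5_gn_1_8361), which makes chlorophyll b, fell from 6441 ± 1427 to 2754 ± 105 (log2 fold change -1.22, adjusted p = 0.0023 from edgeR’s quasi-likelihood test). A gene for a tetrapyrrole-binding protein (Lsat_1_v5_gn_1_120661) fell from 6581 ± 2409 to 1447 ± 629.5 (log2 fold change -2.18, adjusted p = 0.0060 from edgeR’s quasi-likelihood test). As the mean over 24 light harvesting genes of log2 CPM, centred on the 6 libraries, 60184 (SSL) replicate 1 scored 2.58 and the other two replicates 1.13 and 1.19, against -2.27, -1.79 and -0.84 in ‘Okeechobee’ (LSL). Libraries of 1 genotype can differ widely in these genes. Centred on all 9 libraries, the score was -0.03, -1.90 and -0.24 in ‘Manatee’ (ISL) and -1.91, -1.42 and -0.49 in ‘Okeechobee’ (LSL). The genes were listed from the study’s tables and are not independent evidence.

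**Figure D2:**
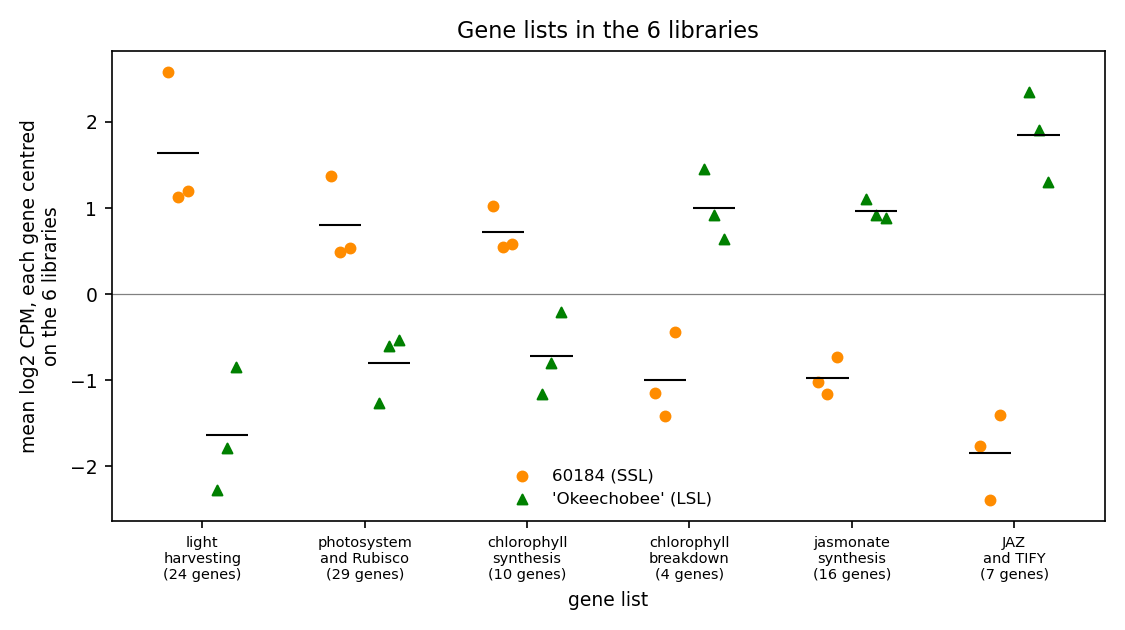
Mean log2 CPM of 6 gene lists, each gene centred on its mean over the 6 libraries, in 60184 (circles) and ‘Okeechobee’ (LSL) (triangles); black lines are means of 3 libraries. In all 6 lists, the 3 libraries of one genotype lie on one side of 0 and those of the other genotype on the other side, with 60184 replicate 1 apart at 2.58 for light harvesting. Most members were selected by the study on these libraries, so this separation is not independent evidence. Some lists not shown did not separate in this way, such as XTH, with -0.80 in ‘Okeechobee’ (LSL) replicate 1.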

We found that thirteen light harvesting (*LsLHCB*) and *LsCAB* protein genes, two ribulose bisphosphate carboxylase small subunit (*LsrbcS*) genes, and a photosystem I subunit V (*LsPSAL*) gene were downregulated (Fig. 9b). 

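The 16 genes of Fig. 9b all fell in ‘Okeechobee’ (LSL), also when adjusted over the list alone, with log2 fold changes from -5.98 to -2.06. The study chose them on these libraries, so their direction is not independent evidence. LHCB3 (Lsat_1_v5_gn_5_6741) fell from 68649 ± 47959 to 9719.8 ± 6369.8 normalized counts (SD, n = 3 each; log2 fold change -2.82, standard error 0.64, adjusted p = 0.015 from edgeR’s quasi-likelihood test). A CAB gene (Lsat_1_v5_gn_9_89920) fell from 1133 ± 964 to 17.8 ± 3.74 (log2 fold change -5.98, standard error 0.70, adjusted p = 9.7e-04 from edgeR’s quasi-likelihood test). The spread within 60184 (SSL) was wide for the light harvesting gene Lsat_1_v5_gn_7_34481, at 30634 ± 32671 against 1032 ± 1344 in ‘Okeechobee’ (LSL) (adjusted p = 0.023 from edgeR’s quasi-likelihood test). The Rubisco small subunit gene Lsat_1_v5_gn_2_79501 fell from 21016 ± 8915 to 2503 ± 1145 (log2 fold change -3.07, adjusted p = 0.0018 from edgeR’s quasi-likelihood test), and Lsat_1_v5_gn_2_79541 fell from 6511 ± 3579 to 1565 ± 1049 (log2 fold change -2.06, adjusted p = 0.031). The gene labelled PSAL in Fig. 9b (Lsat_1_v5_gn_5_19701) is described in Table S4 as an oxidoreductase of the geranylgeranyl reductase family and fell by a log2 fold change of -2.09. A gene described as psaL (Lsat_1_v5_gn_8_98481), a photosystem I subunit, fell from 27139 ± 17085 to 4479.6 ± 2504 (log2 fold change -2.60, adjusted p = 0.010 from edgeR’s quasi-likelihood test). The calls of Lsat_1_v5_gn_7_34481, Lsat_1_v5_gn_2_79541, Lsat_1_v5_gn_5_6741 and Lsat_1_v5_gn_4_109340 ended under some alternatives, among them leaving out 1 replicate. The highest adjusted p from edgeR’s quasi-likelihood test was 0.075, 0.10, 0.0515 and 0.065, and the lowest over the alternatives, from DESeq2, was 0.0022, 0.015, 0.0018 and 0.0046.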

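Chlorophyllase 2 and a STAY-GREEN gene were higher in ‘Okeechobee’ (LSL). Chlorophyllase 2 (Lsat_1_v5_gn_8_66180), which removes the phytol tail of chlorophyll, had 7.20 ± 11.6 normalized counts in 60184 (SSL), 24 reads in all, and 939.6 ± 589 in ‘Okeechobee’ (LSL) (SD, n = 3 each). Its log2 fold change was 6.96 (standard error 0.96, adjusted p = 0.0019 from edgeR’s quasi-likelihood test). Of 4 measured genes of chlorophyll breakdown, 2 rose, 1 fell and 1 did not pass, with the same tally when adjusted over the list alone. The list comes from the study’s tables and is not independent evidence. STAY-GREEN 1 (Lsat_1_v5_gn_3_4460), which starts the removal of magnesium from chlorophyll, rose from 1684 ± 124 to 5043 ± 1668 (log2 fold change 1.58, adjusted p = 0.0025 from edgeR’s quasi-likelihood test). A STAY-GREEN-like gene (Lsat_1_v5_gn_6_97181) fell from 3919.6 ± 1269.5 to 1487 ± 185 (log2 fold change -1.40, adjusted p = 0.0040 from edgeR’s quasi-likelihood test). Pheophytinase (Lsat_1_v5_gn_1_100221) had 1897 ± 275 in 60184 and 2734 ± 1034 in ‘Okeechobee’ (LSL) (adjusted p = 0.18 from edgeR’s quasi-likelihood test). No other gene is described as a chlorophyllase in these copies of the supplementary tables.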

Transcripts were mapped to two chlorophyllase genes, one of which was minimally expressed in both genotypes, while the other was significantly upregulated in ‘Okeechobee’ (LSL). No *LsLHCB* or *LsCAB* genes were found to be upregulated in ‘Okeechobee’ (LSL). This result suggests a reduction in photosynthetic activity in ‘Okeechobee’ (LSL) relative to 60184 (SSL) at preharvest.

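Among the light harvesting genes of the supplementary tables, log2 fold changes ran from -10.41 to -1.41 in ‘Okeechobee’ (LSL) relative to 60184 (SSL). Their median was -2.82. Of them, 19 are in Table S4 and met every DE threshold, and the others passed the adjusted p with smaller changes.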

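Genes of the photosystems and of Rubisco were lower in ‘Okeechobee’ (LSL), with a smaller median change than the light harvesting genes. Of 29 measured genes, 26 fell, none rose and 3 did not pass (28 lower when adjusted over the list alone), and 3 met every DE threshold. Their median log2 fold change was -1.42. The photosystem II subunit gene PsbW (Lsat_1_v5_gn_9_9761) fell from 1879 ± 225 to 686 ± 76.2 normalized counts (SD, n = 3 each; log2 fold change -1.45, standard error 0.14, adjusted p = 4.4e-04 from edgeR’s quasi-likelihood test). A PsbP family gene (Lsat_1_v5_gn_5_34560) fell from 480.3 ± 55.2 to 148 ± 27.9 (log2 fold change -1.70, standard error 0.19, adjusted p = 7.6e-04 from edgeR’s quasi-likelihood test). A gene for Rubisco activase (Lsat_1_v5_gn_5_153800) had 79.7 ± 12.9 counts in 60184 (SSL) and no read in ‘Okeechobee’ (LSL), at least 73.6-fold lower with a floor of 3 reads over 3 libraries (adjusted p = 7.3e-04 from edgeR’s quasi-likelihood test). The genes were found in the study’s tables and are not independent evidence. With replicate number as a block, 16 of the photosystem and Rubisco genes passed.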

### Postharvest evaluation of transcriptional expression of selected DE genes

To further validate our approach to identifying molecular markers for preharvest factors linked to postharvest traits for prolonged shelf, we harvested leaves from ‘60184’ a SSL and ‘Okeechobee’ a LSL lettuce genotype (Fig. 10). Leaf shrinkage and dehydration were observed after stored at room temperature for 3 days and 5 days (Fig. 10a,b). First, we used *LsORE1* and *LsORE15* as molecular markers since they have been reported as senescence associated genes (SAGs) in Arabidopsis^17,27^. We performed time-course RT-qPCR to test the expression of both SAGs on lettuce harvested after 3 days and 5 days using leaf samples from the experimental line 60184 (SSL) and ‘Okeechobee’ (LSL) stored at 5 °C and 95–98% relative humidity to simulate commercial conditions. We found that the expression of both, *LsORE1* (Fig. 10c) and *LsORE15* (Fig. 10d), was significantly induced after postharvest in 60184 (SSL), corroborating that the short shelf-life of 60184 (SSL) is due to the acceleration of senescence. We also selected two highly up-regulated genes in the SSL genotype, GA 2-oxidase 8 (Lsat_1_v5_gn_1_122260) and the transcription factor K-box/MADS-box family (Lsat_1_v5_gn_4_10400) and performed a similar transcriptional analysis at 1, 3, and 5 days postharvest stored at 22 °C and 60–70% relative humidity to simulate accelerated senescence (Fig. 10c,d). Consistent with our results, both GA 2-oxidase 8 and K-box/MADS-box family genes were induced in ‘60184’ (SSL) at day 3 after harvest compared with ‘Okeechobee’ (LSL). Additionally, we selected a pectate lyase (Lsat_1_v5_gn_2_115560) which transcriptional expression was dramatically induced at day 3 after harvest in 60184 (SSL) with a greater than 16-fold increase (Fig. 10g). In contrast to strong increase in 60184 (SSL) at day 3 after harvest, the change of expression in Lsat_1_v5_gn_2_115560 gene was not detected in ‘Okeechobee’ (LSL) cultivars (Fig. 10g). Although the expression of Lsat_1_v5_gn_2_115560 significantly induced in both 60184 (SSL) and ‘Okeechobee’ (LSL) cultivars at day 5, the greater expression was found in 60184 (SSL). These results suggest that a pectate lyase gene in 60184 backgrounds may rapidly respond to postharvest stresses and trigger the early senescence. Consistent with these results, we examined the expression of another gene encoded an expansin A9/A4 (Lsat_1_v5_gn_8_15340), and found it highly induced in 60184 (SSL) at day 5 of postharvest conduction with greater than 2-fold increase to ‘Okeechobee’ (LSL) cultivars (Fig. 10h). These data support the possible role of pectate lyase and expansin as a regulator in response to postharvest stresses and potentially lead to variability of shelf-life in 60184 (SSL) and ‘Okeechobee’ (LSL) cultivars.

**Figure 10:**
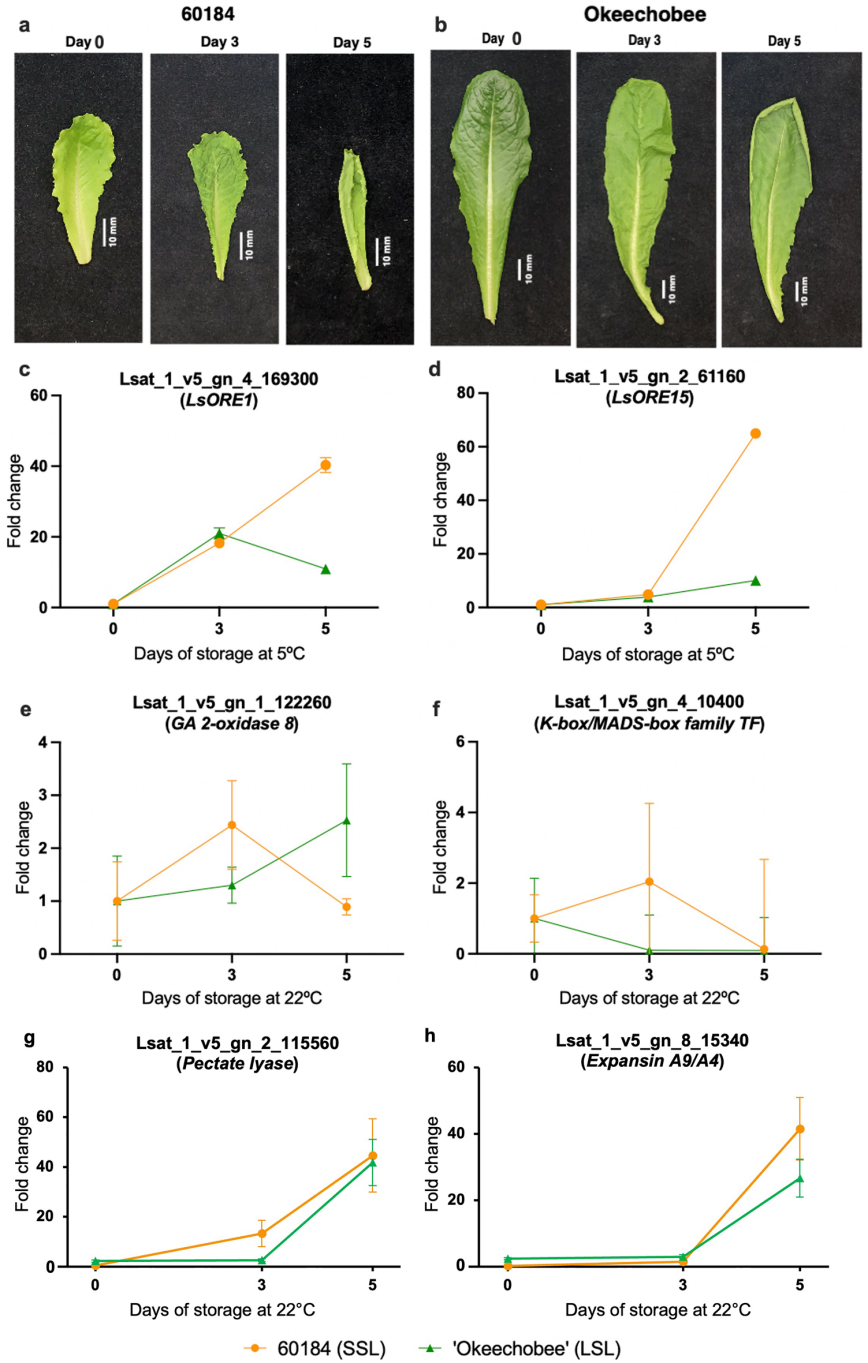
Validation of preharvest markers to identify postharvest traits. (**a**,**b**) Leaf shrinkage in detached leaves of (**a**) experimental line 60184 (SSL) and (**b**) ‘Okeechobee’ (LSL) genotypes at 0, 3, and 5 days of storage at room temperature. Scale bar = 10 mm. (**c**,**d**) Relative expression of senescence molecular markers (**c**) *LsORE1* and (**d**) *LsORE15* in detached leaves of experimental line 60184 (SSL) and ‘Okeechobee’ (LSL) genotypes during 5 days of storage at 5 °C*.* (**e**–**h**) Relative expression of RNA-seq candidate genes (**e**) Lsat_1_v5_gn_1_122260 (*GA 2-oxidase 8*), (**f**) Lsat_1_v5_gn_4_10400 (*K-box/MADS box family TF*), (**g**) pectate lyase (Lsat_1_v5_gn_2_115560) and (**h**) Expansin A9/A4 (Lsat_1_v5_gn_8_15340) in detached leaves of experimental line 60184 (SSL) and ‘Okeechobee’ (LSL) genotypes during 5 days of storage at 22 °C.

## Discussion

Using leaf morphohistological analyses coupled with a transcriptomic approach, we identified potential genetic markers linked to shelf-life. Our analyses suggest that several leaf developmental characteristics previously found to correlate with extended lettuce shelf-life^13^ may not apply to all lettuce cultivar types. Therefore, other strategies including the identification of genetic factors to establish preharvest markers of postharvest shelf-life phenotype are needed.

We found that ‘Okeechobee’ (LSL) had significantly lower stomatal index than the breeding line 60184 (SSL). While this suggests that stomatal index may correlate with shelf-life in these romaine genotypes, we found little difference in other leaf histological characteristics, including ECA and stomatal density, which have been previously correlated with shelf-life^13^. 60184 (SSL) had significantly larger lamina thickness than ‘Manatee’ (ISL) and ‘Okeechobee’ (LSL) (Fig. 2b). It was hypothesized that lamina thickness would be relatively larger in a lettuce genotype with longer shelf-life, but this was not the case. Higher leaf lifespan is found across many plant species that had high leaf mass per unit area due to thick leaf lamina or high cellular density in leaf tissue^9^. These relationships between leaf developmental traits and shelf-life were demonstrated in ‘Lollo Rosso’^13^ and in a recombinant inbred line between a crisphead lettuce and wild lettuce (*L. serriola*)^7^. There is a high amount of morphological and genetic variation that differentiates the horticultural types of *L. sativa*, such that each type forms a distinct cluster when the population of cultivated lettuce is examined^28^. ‘Lollo Rosso’, a loose-leaf lettuce, and crisphead lettuces have vastly different morphologies and showed similar relationships between leaf developmental characteristics, so it is interesting that this ideotype does not appear to hold true for most characteristics of these selected romaine lettuces.

The lettuce ideotype for extended shelf-life includes small cell area that maximizes strong cell wall surface area^13^. We examined the expression of cell wall-associated genes between 60184 (SSL) and ‘Okeechobee’ (LSL) romaine lettuces and found downregulation of several genes related to cell wall integrity in ‘Okeechobee’ (Fig. 9a). Investigations of the relationships between leaf cell wall characteristics and shelf-life in lettuce have largely focused on the cell wall loosening role of *LsXTH* genes^29^. Downregulation of *LsXTH* genes in ‘Okeechobee’ relative to 60184 (SSL) was hypothesized, consistent with its longer shelf-life, but we observed no difference in expression of the majority of *LsXTH* mapped genes, with only two upregulated *LsXTH*s in ‘Okeechobee’ (LSL). In contrast, we found downregulation of six *PL* and three *EXP* genes in the LSL cultivar (Fig. 9a). EXPs contribute to cell enlargement by loosening polysaccharide networks in the cell wall, and PLs are known to contribute to cell wall degradation during fruit ripening and senescence^30^. *PL* knockout mutants in the tomato cultivar ‘Ailsa Craig’ and *PL* antisense knockdown mutants in strawberry both resulted in decreased PL activity and produced firmer fruits^31,32^. Additionally, upregulation of *PL* genes and *EXP1* caused by *SlFSR* overexpression has been correlated with shortened shelf-life in tomato^33^. Recent cell wall structure discoveries have revised the conventional model, wherein pectin-Ca^2+^ gel matrices exist independently of the cellulose-hemicellulose network, proposing that pectin plays a more integral role by directly cross-linking with cellulose microfibrils^34^. This newer model is used to interpret the large impact of pectin degradation enzymes on fruit softening^32^. Considering this proposed structural influence of PL and our observed results, *PL* expression may be a candidate for a preharvest marker of lettuce shelf-life.

Our analysis also identified lettuce genes that have orthologous previously characterized in *A. thaliana* as SAGs (Fig. 4b, Supplementary Fig. S1), supporting the idea that the genes in the current study and other DE genes, may be putatively senescence-associated, and may serve as preharvest markers of postharvest senescence in lettuce. Notably, the majority of which were members of senescence-associated TF families (Fig. 6). There were several lettuce genes among the upregulated TFs whose role in senescence has been previously investigated in other species. For instance, *LsNAC83, LsWRKY48,* and *LsWRKY70* had increased expression in ‘Okeechobee’ (LSL) and their orthologous genes in strawberry were upregulated during the storage of long-shelf-life^22^. Also, Arabidopsis orthologous *AtWRKY70* and *AtNAC83* delayed senescence^6^, and *AtWRKY57* act as negative regulator of JA-induced leaf senescence^21^. These findings are consistent with our results showing upregulation of these genes in ‘Okeechobee’ (LSL).

Our RNA-seq analysis found many genes related to JA biosynthesis and JA signaling to be significantly upregulated in the LSL cultivar ‘Okeechobee’. Increased expression of JA biosynthesis genes *LsPLA1, LsLOX, LsAOS, LsAOC, LsKAT, LsJAR1, and LsSAM-MTase* in ‘Okeechobee’ suggest a higher endogenous level of JA in this cultivar at the preharvest stage (Fig. 7b). Endogenous levels of JA are known to be four-fold greater in senescent *A. thaliana* leaves than non-senescent ones, and exogenous applications of MeJA have been shown to promote senescence in detached *A. thaliana* leaves^35^. This is opposite of the hypothesis that the LSL cultivar may produce less JA in the early stages of senescence. In addition to increased JA biosynthesis in ‘Okeechobee’, our analysis also showed evidence of differences in JA signaling between the SSL and LSL genotypes. Under pre-harvest conditions, endogenous JA levels are low^36^, and *JAZ* genes function as key repressors in the JA signal transduction pathway by interacting with MYC2, a master regulator of downstream JA signaling cascades. During stress or wounding response (postharvest), JA levels accumulate, and *JAZ* repressors are degraded in the 26S proteasome via *COI1*-mediated ubiquitination^24,37^. The master regulator *MYC2* is then expressed and promotes downstream expression of JA response program genes (Fig. 8a)^38^. The significant upregulation of several *LsJAZ* repressors and *LsTPR1*, a JAZ corepressor, in ‘Okeechobee’, suggests stronger repression of the JA signaling pathway relative to 60184 (Fig. 8b). In previous studies, *A. thaliana* overexpressing *JAZ4* and *JAZ8* had a delayed senescence relative to the wild type when treated with MeJA^21^. *JAZ4* and *JAZ8* was shown to interact directly with the TF *WRKY57* to negatively regulate senescence^21^. *LsJAZ8* and *LsWRKY57* were identified among upregulated genes in ‘Okeechobee’ in agreement with the delayed senescence phenotype. The observed upregulation of these and other *LsJAZ* genes could reflect an important role of JA signaling repression in delaying the onset of postharvest senescence in lettuce, but this observation must also be reconciled with the observed increased biosynthesis of JA, which would otherwise promote senescence. Previous research has found a similar pattern of upregulated JA biosynthesis and JA signaling genes at 23–25 days after seeding, including both *JAZ* genes and *MYC2*^39^*.* This time point may represent a preharvest developmental stage similar to the maturity time point at which lettuce gene expression was evaluated in this study. Phased increases in JA from 21–39 days after seeding have been found previously^39^, suggesting there are dynamic changes in JA levels leading up to and during senescence.

Postharvest is a critical stage that requires a well antioxidant balance to maintain quality after senescence. A moderate antioxidant level is often beneficial to signal various crucial steps during growth and development, including ripening and increased resistance in a postharvest condition. However, elevated antioxidant levels that are not coupled with high antioxidant capacity often poses great risk to the plant tissues^40^. Notably, the biosynthesis of both JA-Ile and MeJA was upregulated in ‘Okeechobee’, as implicated by the upregulation of *LsJAR1* and *LsSAM-MTase,* respectively*.* MeJA is an elicitor that induces oxidative stress, enzymatic antioxidant activity, and secondary metabolite accumulation in fruit and vegetable^41^. *LsJAR1* and *LsSAM-MTase* are responsible for catalyzing the final step to form the jasmonate derivatives JA-Ile and MeJA, respectively (Fig. 7a)^42,43^. Upregulation of these genes suggests that higher endogenous levels of jasmonate production might be accumulated at preharvest in ‘Okeechobee’ (LSL) leaf tissue. Exogenous applications of MeJA have been shown to increase the antioxidant capacity and delay the senescence of many fruits and vegetables^44^. Significant increases in total phenolic content and antioxidant capacity after preharvest MeJA treatments of romaine lettuces^45^, and similar results were reported after postharvest MeJA treatment of wounded crisphead lettuce^46^. Paired with upregulation of MeJA biosynthesis genes in ‘Okeechobee’, we also found enrichment of GO terms relating to terpene biosynthesis, defense response, and stress response among upregulated genes (Fig. 4c). This suggests a stronger antioxidant capacity and response in ‘Okeechobee’ (LSL) than 60184 (SSL), which could contribute to its delayed senescence and extended shelf-life. Early stages of senescence in detached lettuce leaves have been characterized as a stress response with early upregulation of antioxidant activity^3^, proposing that this activity may delay senescence onset. This program appears consistent with the gene expression seen at the preharvest time point in ‘Okeechobee’ (LSL), suggesting that this cultivar’s inherent antioxidant capacity may contribute to its postharvest shelf-life. Further studies to quantify endogenous jasmonate levels among lettuce genotypes and between senescent and non-senescent tissue are needed to fully elucidate the role of JA levels in lettuce postharvest senescence.

In this study, we identified several functional groups and specific genes whose DE patterns between LSL and SSL genotypes may serve as preharvest markers of lettuce postharvest shelf-life and be used for selection in lettuce breeding programs. JA signaling repression, antioxidant capacity, and PL activity during preharvest are proposed as predictors of lettuce postharvest shelf-life. TFs *LsNAC83, LsWRKY48, LsWRKY70*, and *LsWRKY57* are putatively senescence-associated in lettuce and could also act as indicators of extended shelf-life. Our results propose that these genes could potentially be used as preharvest markers of postharvest senescence onset and predict shelf-life in lettuce. These markers could be validated in a larger set of lettuce germplasm with known shelf-life.

## Materials and methods

### Plant material

Three romaine lettuces (*Lactuca sativa* var. Longifolia) including an experimental breeding line, 60184 and the commercial cultivars “Manatee”, and “Okeechobee” (LSF) were grown in Belle Glade, FL and used for leaf tissue histological analysis (Fig. 1a–c). These genotypes were selected from a larger set of romaine genotypes based on genotypic variability in their shelf-life^47^. Breeding line 60184 has a relatively short shelf-life (SSL), ‘Manatee’ has an intermediate shelf-life length (ISL), and ‘Okeechobee’ has a longer shelf-life (LSL) (Fig. 1d,e).

### Shelf-life determination

To determine shelf-life length, experiments, lettuce heads were harvested approximately 60 days after planting. Lettuce heads were collected and stored at 15 °C, as previously described^47^. Lettuce shelf-life was evaluated using a rating scale of 0 to 9, where 9 = lettuce heads free of damage and 0 = lettuce heads completely decayed. Evaluations were made according to the storage temperature; lettuce stored at 15 °C was evaluated at 1, 3, 5 and 7 days after initial storage.

### Leaf tissue morphological analysis

Epidermal cell area (ECA) and lamina thickness were analyzed in tissues extracted from the same lettuce plants as those used for RNA extraction and sequencing. ECA was analyzed using a modified version of the protocol described by Zhang et al.^7^. At maturity, a 10 mm leaf disc was excised from the first fully expanded leaf counting outwards from the rosette center using a hole punch, located ~ 20 mm from the leaf apex and parallel to the midrib vein (*n* = 4 per genotype). Clear nail varnish was applied to the adaxial surface of the leaf and allowed to dry for ~ 15 min. The varnished side of the disc was pressed onto sticky tape, and the disc was peeled away to leave a residual imprint. The tape was applied to a glass microscope slide, and imaging was conducted using a Leitz Laborlux S light microscope (Leica Camera, Wetzlar, Germany) at 100 × magnification. Using ImageJ software^48^ for analysis, image area was divided by the total number of cells within the image area to obtain the mean ECA. Total stomates in the image were counted to calculate stomatal density as stomata per square millimeter, and stomatal index was calculated as stomatal index (%) = [stomata]/[total cells + stomata] × 100.

Lamina thickness for each lettuce genotype was measured from transverse leaf sections. At maturity, a 1.5 cm^2^ rectangle of tissue with the leaf midvein centrally positioned was excised from the first fully expanded leaf counting outwards from the rosette center. Tissue fixation, clearing, and embedding were conducted based on the protocol developed by Begcy and Walia^49^. Tissues were fixed in a Formaldehyde Alcohol Acetic Acid (FAA) fixative (10% formaldehyde, 5% glacial acetic acid, 50% ethanol, 35% deionized water) and dehydrated in an ethanol series. Tissues were cleared in a series of ethanol and xylene mixtures and then embedded in paraffin wax. Transverse sections of 10 µm thickness (*n* = 12 per genotype) were mounted on glass slides and stained with 0.004% toluidine blue^50^. Imaging was conducted using a Leitz Laborlux S light microscope (Leica Camera, Wetzlar, Germany) at 10 × magnification. Images of the transverse sections of the lamina were taken lateral to the midvein, and ImageJ software^48^ was used to quantify average lamina thickness from measurements at three points spaced across the image.

### Tissue collection, RNA extraction, and RNA sequencing

To analyze the global transcriptional gene expression, we selected two contrasting lettuce genotypes with variable shelf-life. We collected the first fully expanded leaf counting outwards from the rosette center from mature romaine genotypes 60184 (SSL) and ‘Okeechobee’ (LSL). For RNA extraction, lettuce plants were grown in 4-inch pots containing PRO-MIX HP media (PRO-MIX, Quakertown, PA, USA) in a growth chamber maintained with a 16 h day light cycle at 22 °C. Upon maturity, RNA was extracted using the Nucleospin RNA Plant and Fungi kit (Machery-Nagel, Düren, Germany) with on-column DNase treatment, and initial quantification and quality was checked on a NanoDrop OneC spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Next generation sequencing of the extracted RNA samples was conducted at the University of Florida Interdisciplinary Center for Biotechnology Research (ICBR) Gene Expression and Genotyping Core Facility (Gainesville, FL, USA). RNA quality was checked using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and poly-A RNA-seq libraries were prepared following Illumina protocols (Illumina, San Diego, CA, USA). Paired end RNA sequencing (RNA-seq) was performed using an Illumina NovaSeq6000 with a read length of 2 × 150 base pairs (bp).

### RNA-seq and pathway enrichment analyses

Reads acquired from the Illumina NovaSeq 6000 platform were trimmed and filtered with the Cutadapt program^51^ by removing sequencing adaptors and low-quality bases with a quality phred-like score less than 20. Reads shorter than 60 bp were excluded from RNA-seq analysis. The genome of *Lactuca sativa* (version: Lsativa_467_v5) from Joint Genome Institute (Berkeley, CA, USA) was used as the reference genome for RNA-seq analysis. The cleaned reads of each sample were individually mapped to the reference sequences using the Spliced Transcripts Alignment to a Reference (STAR) package (v2.7.9a)^52^. The mapping results were processed with the High-Throughput Sequence Analysis (HTSeq) in Python (v0.11.2)^53^, SAMtools, and by using scripts developed in-house at ICBR to remove potential polymerase chain reaction (PCR) duplicates and select and count uniquely mapped reads for gene expression analysis. Principal component analysis (PCA) analysis was performed in R to detect outlier samples among all the identified genes. The counted reads of each gene were then analyzed by a DESeq2-based R pipeline^54^. Differentially expressed (DE) genes were analyzed in a pairwise comparison between the breeding line 60814 (SSL) and ‘Okeechobee’ (LSL) samples. Transcripts per million (TPM) counts were averaged across biological replicates and genes were filtered for moderate expression (TPM ≥ 100) in at least one of the two genotypes. Moderately expressed genes were then filtered for an adjusted *p* < 0.05 and |log_2_(FC)| ≥ 2. UniProt IDs and *A. thaliana* ortholog gene identifiers for DE genes, as well as Phytozome V13 lettuce gene “auto defline” annotations, were extracted using BioMart through Phytozome V13^55,56^. Uncharacterized DE genes were removed from the subset.

Differential gene expression data was analyzed for the pairwise comparison of the breeding line 60184 versus ‘Okeechobee’ because these genotypes have the largest difference in shelf-life phenotype the three genotypes. DE genes were separated into significantly upregulated and downregulated subsets. Gene functional enrichment for these subsets was analyzed using the STRING database^57^ for functional protein networks and the PANTHER GO Enrichment Analysis tool in the Gene Ontology Resource^58–60^. STRING identified GO enrichments, KEGG pathways with enriched protein members, and STRING local cluster networks. A subset significantly DE genes and putative SAGs was selected for preharvest analysis by RT-qPCR. The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository database, accession number GSE226302.

### Postharvest validation

Validation of candidate genes for postharvest was performed using real-time quantitative PCR (RT-qPCR). Tissue was sampled from harvested heads (*n* = 3) of the experimental line 60184 (SSL) and ‘Okeechobee’ (LSL) stored at 5 °C and 95–98% relative humidity to simulate commercial conditions and stored at 22 °C and 60–70% relative humidity to simulate accelerated senescence. Tissue samples were excised from the outer leaves of the lettuce heads at 0 day, 3 days, and 5 days after harvesting. The samples were immediately frozen in liquid nitrogen and stored at − 80 °C prior to RNA extraction^61^. Total RNA was isolated from lettuce leaves using TRIzol reagent (Invitrogen, Waltham, MA, USA) following the manufacturer’s protocol. Extracted RNA was subjected to DNase treatment using the Turbo DNA-Free Kit (Thermo Fisher Scientific, Waltham, MA, USA).

### Real-time quantitative PCR

cDNA was synthesized from 1 µg of total RNA, using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). Relative expression was measured between genotypes using three technical replicates of each of three biological replicates per genotype, for a total of nine replicates per genotype. Lettuce *Actin2* served as the internal reference control gene^62,63^. Total reaction volume was 20 µL with the following thermocycler conditions: 95 °C for 10 min, 45 cycles for 95 °C for 30 s, 60 °C for 30 s^64^. Relative gene expression was calculated by ∆∆C_T_ method^65^. A list of RT-qPCR primers used in this study can be found in Supplementary Table S5.

### Statistical analysis

Data for visual evaluation of shelf-life was analyzed using a nonparametric statistic method to obtain an ANOVA-Type^66,67^. The analysis was conducted in SAS (SAS v9.4) as a repeated measures approach as the data was registered over time periods (storage time). In the ANOVA, the repeated statement was “r corr” as covariance structure as indicated by^67^. The R software environment^68^ was used for statistical analyses of the leaf histological data. One-way Analysis of Variance (ANOVA) tests with post-hoc Tukey’s Honestly Significant Difference (HSD) tests were used to analyze the differences among cultivar mean ECA, lamina thickness, stomatal density, and stomatal index^7^. Four biological replicates were used per lettuce cultivar. Differences in means with a *p*-value < 0.05 were considered significant.

### IUCN policy statement

Our experimental research on lettuce plants, including the collection of plant material, complied with relevant institutional, national, and international guidelines and legislation. Plant species at risk of extinction were not used in this study.

### Supplementary Information

Supplementary Figure S1.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository database, accession number GSE226302. Token: yvajuegsjdqjdqj.

# Supplementary material for: Examining preharvest genetic and morphological factors contributing to lettuce (Lactuca sativa L.) shelf-life
**Source:** Sci Rep. 2024 Mar 19;14:6618. doi: 10.1038/s41598-024-55037-1
**Supplement:** Supplementary file 2 — Supplementary Table S1.

**Supplementary Table 1. RNA-seq read alignment statistics**

| **Sample name** | **Uniquely mapped reads** | **% of reads uniquely mapped** | **% of reads mapped to multiple loci** | **% of reads unmapped** | **Mapped transcripts** |
| --- | --- | --- | --- | --- | --- |
| Okeechobee-1 | 34,918,900 | 83.77 | 7.32 | 8.89 | 25,109 |
| Okeechobee-2 | 31,124,064 | 86.75 | 3.74 | 9.49 | 24,971 |
| Okeechobee-3 | 27,436,951 | 84.89 | 6.15 | 8.95 | 25,192 |
| 60184-1 | 35,557,360 | 87.57 | 6.52 | 5.89 | 24,545 |
| 60184-2 | 33,091,107 | 88.36 | 5.25 | 6.37 | 25,029 |
| 60184-3 | 35,314,566 | 88.39 | 5.68 | 5.91 | 25,098 |

# Supplementary material for: Examining preharvest genetic and morphological factors contributing to lettuce (Lactuca sativa L.) shelf-life
**Source:** Sci Rep. 2024 Mar 19;14:6618. doi: 10.1038/s41598-024-55037-1
**Supplement:** Supplementary file 6 — Supplementary Table S5.

**Supplementary Table 5. Primer Sequences**

| **Application** | **Gene Name** | **Primer Name** | **Primer Sequence (5’-> 3’)** |
| --- | --- | --- | --- |
| Shelf-life determination | ORESARA1 | LSAT_ORESARA1-FP | CCAAGGGTGAATGGGTGATTAG |
| Shelf-life determination | ORESARA1 | LSAT_ORESARA1-RP | GACCCGAAGTCATGTTCATAGG |
| Shelf-life determination | ORE15 | LSAT_ORE15-FP | TTGAACCAGAGGGCACAAA |
| Shelf-life determination | ORE15 | LSAT_ORE15-RP | CCTTGCAAGATAGAGAGCAGAA |
| Preharvest RNA-seq validation | ATPase, LRR protein | 8_121540-F | CTTCCTTGTCGGTGCTATTC |
| Preharvest RNA-seq validation | ATPase, LRR protein | 8_121540-R | CCAAGCTCAATACGGGTAAG |
| Preharvest RNA-seq validation | LHCB2 | 9_104740-F | CCTTGACTACCTTGGAAACC |
| Preharvest RNA-seq validation | LHCB2 | 9_104740-R | AGACCCACCCGGATAAAT |
| Preharvest RNA-seq validation | NAC83 | 3_31741-F | GTGTTCTACCGAGGCAAAG |
| Preharvest RNA-seq validation | NAC83 | 3_31741-R | CTCAACTCTCACATCGTTCTC |
| Preharvest RNA-seq validation | LRR protein | 6_42241-F | AGTGTCCTGGAGATGAAGAA |
| Preharvest RNA-seq validation | LRR protein | 6_42241-R | CGGCGGTTGAGAAGTAAAG |
| Preharvest RNA-seq validation | ACAA1 | 5_179700-F | TCAACCTACTGCTTCATCTAATC |
| Preharvest RNA-seq validation | ACAA1 | 5_179700-R | CATCAGGAAGAGTGTCCTTAAA |
| Preharvest RNA-seq validation | K-box/MADS box family TF | 4_10400-F | AGAGAGAACCACCCAAGAA |
| Preharvest RNA-seq validation | K-box/MADS box family TF | 4_10400-R | GCATGAAGTTCCTCCTCTAAC |
| Preharvest RNA-seq validation | NAM protein | 4_1821-F | GAACCAGGAAGAAGAGAAAGAG |
| Preharvest RNA-seq validation | NAM protein | 4_1821-R | GTCTCACGGCAACCATAAA |
| Preharvest RNA-seq validation | WRKY domain protein | 9_39381-F | GCCAAGCGACAGGATAAA |
| **Application** | **Gene Name** | **Primer Name** | **Primer Sequence (5’-> 3’)** |
| Preharvest RNA-seq validation | WRKY domain protein | 9_39381-R | GCAAGAGCCCAAGATTAAGA |
| Preharvest RNA-seq validation | GLK1-like protein | 4_65921-F | CCATCTCCTTCACCATCTTG |
| Preharvest RNA-seq validation | GLK1-like protein | 4_65921-R | CCAATGCCGGAGTCTATTT |
| Postharvest RNA-seq validation | GA 2-oxidase 8 | 1_122260-F | CCAAAGCCTCGCAAGAATG |
| Postharvest RNA-seq validation | GA 2-oxidase 8 | 1_122260-R | CCTCACCTGTTCACATCTCATC |
| Postharvest RNA-seq validation | K-box/MADS-box | 4_10400-F | TCTGTGATGTTGATGTCGCC |
| Postharvest RNA-seq validation | K-box/MADS-box | 4_10400-R | CTTGGGTGGTTCTCTCTTCTG |
| Postharvest RNA-seq validation | Pectate lyase | PL_3_qPCR_F | GCGTGACTATGATGATGGACTT |
| Postharvest RNA-seq validation | Pectate lyase | PL_3_qPCR_R | GAGATGGATCCGCTCCAATAAG |
| Postharvest RNA-seq validation | Expansin A9/A4 | EXP_2_qPCR_F | CTCGCCCTCATTTCGATCTC |
| Postharvest RNA-seq validation | Expansin A9/A4 | EXP_2_qPCR_R | ACCTTATCCCACCTTGTTTCC |

How the deposited data were processed for this re-analysis (not part of the article)

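The RNA came from the first fully expanded leaf of lettuce plants at maturity, grown in a chamber at 22 °C with a 16 h day, with 3 replicates each of 60184 (SSL), ‘Okeechobee’ (LSL) and ‘Manatee’ (ISL). The labels and the paper give the genotype of each of the 9 libraries, and no sample was regrouped. The paper compares 60184 with ‘Okeechobee’; the ‘Manatee’ libraries are reported in the closing section. The authors made poly(A) libraries, trimmed the reads with Cutadapt, mapped them with STAR to the v5 genome of L. sativa, used HTSeq, SAMtools and their own scripts to remove PCR duplicates and count uniquely mapped reads per gene, and deposited the raw counts per gene, in reads, without normalization. The summary lines at the end of each file, for reads outside genes, ambiguous reads and reads that were not unique, were left out of the gene counts and used as a measure of library quality.

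The counts were read in Python 3.11.15 with pandas 2.3.3 and tested in R 4.3.3 with edgeR 4.0.16. Each comparison of 2 genotypes used its 6 libraries, genes with at least 10 counts in at least 3 of them, TMM normalization and the quasi-likelihood F test with robust dispersion, with p adjusted by the Benjamini-Hochberg method over all tested genes. A gene was called at an adjusted p under 0.05, an absolute log2 fold change of at least 2 and a mean raw count of at least 100 in 1 of the genotypes. In the comparisons with ‘Manatee’, 22062 genes were tested against 60184 and 21937 against ‘Okeechobee’. Log2 CPM for the PCA and for scores of gene lists used a prior count of 2. A gene counted as expressed at a mean raw count of at least 100. Genes at 0 counts in a genotype were given a lower bound of the fold against a floor of 3 counts over the genotype, and genes with 1 to 3 counts a ratio with its 95% counting interval. The spread between replicates was the variance of log2 CPM within a genotype, averaged over genes. Figures were drawn with matplotlib 3.10.9.

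The pipeline was tested on simulated counts with the dispersions of each comparison and 200 changed genes, taken from genes with higher mean counts than the filter requires. Many more genes passed the adjusted p in the data, so the simulated shares need not hold there. Of the unchanged genes, 0.092% passed the adjusted p in the comparison of ‘Okeechobee’ with 60184. At a log2 fold change of 3, 98%, 98% and 92% of the changed genes met every threshold in ‘Okeechobee’ against 60184, ‘Manatee’ against 60184 and ‘Okeechobee’ against ‘Manatee’.

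The named genes are every gene that the paper names or shows with an identifier, the 10 higher and 10 lower called genes with the smallest p, a description and no overlap between the libraries in the comparison of ‘Okeechobee’ with 60184, 5 higher and 5 lower in each comparison with ‘Manatee’, and up to 4 members with the smallest p of each gene list. The 23 lists were defined by words in the gene descriptions before the data were examined: light harvesting, photosystem and Rubisco, chlorophyll synthesis, chlorophyll breakdown, jasmonate synthesis, JAZ and TIFY, jasmonate turnover, circadian clock, cold and dehydration response, pectate lyase, expansin, XTH, disease resistance of the NBS-LRR type, WRKY, NAC, AP2/ERF, nitrate and ammonium, terpene synthesis, heat shock and DnaJ, cell division, guard cell and epidermis, vascular, and genes named after senescence. The values in the paper’s tables had been seen by then. Descriptions cover only the genes in the copies of the supplementary tables, and most of these were selected by the study, so lists were tallied and not tested for enrichment. GO terms, KEGG pathways and STRING clusters were not analysed here.

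The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2 size factors, upper quartile scaling, library size only, no filter on low counts, a stricter filter (1 CPM), all 9 libraries in 1 model, replicate number as a block, each replicate left out in turn, no fold threshold, no threshold on the mean count, a mean on normalized counts, described genes only, other thresholds for expressed genes and other forms of the PCA. They were chosen before the data were examined, apart from the list tallies of ‘Manatee’ without each of its replicates. The qPCR, pigment, leaf structure and storage experiments were not analysed here.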

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

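The tests on ‘Manatee’ replicate 2, on other splits of the libraries and on genes with hardly any counts were chosen, or in the last case changed, after the results were seen.

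Apart from the parts of Tables S2 and S3 that were not seen here, the paper gives no differential expression for the ‘Manatee’ (ISL) libraries. In these, 718 genes were called against 60184 (SSL), 440 higher and 278 lower in ‘Manatee’, and 408 genes were called between ‘Okeechobee’ (LSL) and ‘Manatee’, 231 higher and 177 lower in ‘Okeechobee’. DESeq2 called 756 and 471 genes. The balance of directions turned with single libraries left out: without ‘Manatee’ replicate 2, 205 genes were higher and 248 lower than in 60184, and without ‘Okeechobee’ replicate 1, 2 or 3, 135, 127 and 157 genes were higher in ‘Okeechobee’ than in ‘Manatee’ and 201, 135 and 179 lower. Against 60184, a TIR-NBS-LRR gene (Lsat_1_v5_gn_1_92800) rose from 1 read in 3 libraries to 2281 in ‘Manatee’, a ratio of 2349 (95% counting interval 421 to 92808), and a topoisomerase 6 subunit B gene (Lsat_1_v5_gn_1_127001) was at least 1318-fold higher, with no read in 60184 and a floor of 3 reads over 3 libraries. A SPFH/PHB domain gene (Lsat_1_v5_gn_6_20460) fell from 1785 ± 286 to 10.0 ± 2.98 normalized counts in ‘Manatee’ (SD, n = 3 each; log2 fold change -7.45, adjusted p = 2.0e-05 from edgeR’s quasi-likelihood test). Higher in ‘Okeechobee’ than in ‘Manatee’ were a receptor-like protein 54 gene (Lsat_1_v5_gn_1_60701, 12.4 ± 2.35 and 628 ± 74.3 counts, log2 fold change 5.68) and an NB-ARC gene (Lsat_1_v5_gn_2_340, 85.3 ± 12.4 and 1648 ± 147, log2 fold change 4.30), each with an adjusted p of 1.4e-04 from edgeR’s quasi-likelihood test. An oxygenase gene (Lsat_1_v5_gn_0_19261) was lower, at 754 ± 83.3 in ‘Manatee’ and 2.99 ± 2.55 in ‘Okeechobee’.

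For each comparison the 6 libraries allow 10 splits into 3 and 3, too few for a share under 0.05. The real split called 1025, 718 and 408 genes with edgeR, and the highest of the other splits called 0 in each, so that 1 split of 10, the real one, reached the real count. Every other split holds libraries of both genotypes on each side. A difference between the genotypes then adds to the spread within its groups and lowers its calls. These splits are therefore no measure of the calls to be had without a genotype difference, and no conclusion is drawn from them. At an unadjusted p under 0.05 the other splits held at most 572, 480 and 2606 genes, against 9465, 8028 and 5692 in the real split.

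‘Manatee’ replicate 2 lay apart from the other ‘Manatee’ libraries: its mean score over 24 light harvesting genes was -1.90 against -0.03 and -0.24, over 16 jasmonate synthesis genes 0.79 against -0.13 and -0.15, and over 7 JAZ and TIFY genes 1.21 against -0.16 and -0.12. Across 22113 genes, its deviation from the ‘Manatee’ mean correlated at 0.276 with the difference of ‘Okeechobee’ from 60184. For replicates 1 and 3 the correlation was -0.215 and -0.185, and deviations within a genotype balance each other. Part of the contrast between these genotypes thus also varied within ‘Manatee’. RNA of ‘Okeechobee’ in this library would bring the transcripts that ‘Okeechobee’ has and ‘Manatee’ lacks, but over 44 genes with at most 3 reads in ‘Manatee’ replicates 1 and 3, replicate 2 held a median of 0% of the ‘Okeechobee’ mean (90th percentile 0%). A difference in RNA or library quality stays open, since the measures do not point one way: the share of reads outside genes was 5.04%, below the 7.27% and 5.95% of the other two, while replicate 2 had the most counts of the ‘Manatee’ libraries (32299035) but the fewest genes with at least 10 counts of all 9 (21128) and the lowest TMM factor (0.875). A different time of day of sampling may contribute and stays open too: 7 clock genes differed by a median absolute log2 of 0.408 between replicate 2 and the mean of the others, against 0.0604 between those, a value too small for a full shift and too large for none. The design gives no condition for single libraries, so no biological explanation was tested.

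Of the 1025 genes called between ‘Okeechobee’ and 60184, 120 had at most 3 counts over the 3 libraries of 1 genotype, 63 in ‘Okeechobee’ and 57 in 60184, and 90 of them had no count there. A variant of the genome, such as a missing or diverged gene, could give such a pattern, and would put ‘Manatee’ at one end or the other. ‘Manatee’ was at one end for 92.5% of these genes (exact 95% interval 86.2 to 96.5). The interval takes genes as independent draws, which they may not be, and measures no spread over genotypes. ‘Manatee’ was at the floor for 58 of the genes and at 0.25 or more of the mean of the expressing genotype for 53. Among the other called genes with at least a 16-fold difference it was at one end, within 2-fold of the lower genotype or at 0.25 or more of the higher, for 69.4% of 180 genes, and from 128-fold on for 72% of 25 genes. The values a variant needs were there, but a gene switched off in a genotype would also put ‘Manatee’ at one end. A difference in expression between the genotypes stays open and was not tested.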

How the results depend on the processing

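The list tallies of ‘Manatee’ without single replicates, given among the other observations, were chosen after the data were seen, and all other alternatives before. Reads limit the genes with few counts, and 3 replicates limited small changes in the simulated data. Over 107 named genes and all settings, 1395 of 1429 gene and setting pairs kept their direction and their side of the adjusted p, 29 lost the threshold, 3 gained it and 2 turned. The losses came under replicate number as a block (4), without the filter on low counts (3) and without single replicates (22 in all), none under DESeq2 or another scaling. Upper quartile scaling moved the median log2 fold change of all genes by -0.0814 in ‘Manatee’ against 60184, the largest such shift. In ‘Okeechobee’ against 60184 it moved by -0.0449. To look for pairing, each library was taken as its deviations of log2 CPM from the mean of its genotype. For libraries of 1 replicate number these deviations correlated between -0.109 and 0.104 in ‘Okeechobee’ (LSL) and 60184 (SSL). The range was -0.211 to 0.00684 in ‘Manatee’ and 60184, and -0.303 to 0.277 in ‘Okeechobee’ and ‘Manatee’. Other pairs reached 0.171, 0.225 and 0.503, the last between ‘Manatee’ replicate 2 and ‘Okeechobee’ replicate 1, so the numbers were not taken as pairs. With the number as a block, 1016, 635 and 336 genes were called in ‘Okeechobee’ against 60184, ‘Manatee’ (ISL) against 60184 and ‘Okeechobee’ against ‘Manatee’.

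Without the fold threshold, 6183 (3162 higher, 3021 lower), 3589 (2004, 1585) and 1536 (830, 706) genes were called. Without the threshold on the mean count the numbers were 1545 (635 lower), 1166 (515 lower) and 663 (379 higher, 284 lower). These settings remove a criterion, so the counts rise by construction. With described genes only, 218 genes were higher and 83 lower in ‘Okeechobee’ than in ‘Manatee’, against 231 and 177 over all genes. At a mean of 100 CPM, 1432 genes were expressed in both genotypes. PC1 and PC2 held 93.9% and 2.49% with the 500 most variable genes, 50.5% and 20.3% with genes scaled, 90.2% and 5.59% after the variance-stabilizing transformation, and 47.1% and 27.5% with all 9 libraries.

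Leaving out 1 replicate gave 866 to 1046 called genes in ‘Okeechobee’ against 60184, with 243 (without 60184 replicate 1) to 458 lower. In ‘Manatee’ against 60184 it gave 400 to 745 called genes, 205 to 424 higher and 101 to 321 lower. The low counts came without 60184 replicates 1, 2 and 3 (400, 423 and 464) and without ‘Manatee’ replicate 2 (453). In ‘Okeechobee’ against ‘Manatee’ the range was 237 to 449, with 127 to 305 higher and 81 to 201 lower, and the low counts came without ‘Manatee’ replicates 1 and 3 (256 and 237) and without ‘Okeechobee’ replicate 2 (262). The ratio of the spread between replicates ran from 1.34 to 2.58, the highest without 60184 replicate 1. CRF5 (Lsat_1_v5_gn_2_134301) ran from a log2 fold change of -0.59 to 0.11 and NAC90 (Lsat_1_v5_gn_6_38501) from -0.997 to 0.12, turning without ‘Okeechobee’ replicate 1 and without 60184 replicate 1. Apart from the removed criteria, the cause was not tested.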

Differences from the paper's values

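The paper gives 44.35% of the variance for PC1 and 22.17% for PC2, against 73.4% and 12.1% here. Of the alternatives set before the data were examined, the PCA with genes scaled (50.5% and 20.3%) and the PCA of all 9 libraries (47.1% and 27.5%) lie within 1.5 times the paper’s values. With all 9 libraries, however, PC2 separated ‘Manatee’ (-76.3, -82.7 and -75.2) from ‘Okeechobee’ (60.8, 66.8 and 72.1). The paper’s PC2 stands for replicates of 2 genotypes, so these shares of PC2 belong to unlike axes. The PCAs of the 500 most variable genes (93.9% and 2.49%) and after the variance-stabilizing transformation (90.2% and 5.59%) do not.

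The paper’s average of uniquely mapped reads is stated for 6 samples, and those libraries average 32907158 here. The average over all 9 libraries, ‘Manatee’ (ISL) included, is 33103823, which equals the paper’s value. The share of uniquely mapped reads averages 86.6% over the libraries of the paper’s Table S1, against 87.63% in the paper’s text. The column of Table S2 labelled as ‘Manatee’ mean reads equals the mean raw counts of ‘Okeechobee’ (LSL) for 1997 of 1997 genes, and those of ‘Manatee’ for 44. The sheets of Table S3 for genes expressed in a single genotype equal the genes expressed in 1 of 3 genotypes, 606 for 60184 (SSL) and 350 for ‘Okeechobee’, while the paper’s text compares 2 genotypes.

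Of the 867 genes in Table S4, edgeR called 854 at the paper’s thresholds and DESeq2 called 865. Log2 fold changes from DESeq2 differ from those of Table S4 by at most 0.0139. Called genes number 1025 with edgeR and 1033 with DESeq2, without the paper’s removal of uncharacterized genes. The paper’s text counts fewer xyloglucan endotransglucosylase genes among the upregulated ones than the 3 called here (Lsat_1_v5_gn_8_67360, Lsat_1_v5_gn_8_67301 and Lsat_1_v5_gn_8_67381). All 3 are in the paper’s own Table S4. The gene shown as a photosystem I subunit in Fig. 9b (Lsat_1_v5_gn_5_19701) is described in Table S4 as an oxidoreductase of the geranylgeranyl reductase family.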

Other observations

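The comparisons with ‘Manatee’ (ISL) were planned, and their list tallies without single ‘Manatee’ replicates were chosen after the data were seen.

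Genes that inactivate jasmonate rose with those that make it. All 4 measured genes of jasmonate turnover rose in ‘Okeechobee’ (LSL), also when adjusted over the list alone. CYP94C1 (Lsat_1_v5_gn_6_40941), which oxidizes jasmonoyl-isoleucine in A. thaliana, rose from 28.8 ± 2.42 to 1605 ± 764 normalized counts (SD, n = 3 each; log2 fold change 5.80, adjusted p = 1.2e-04 from edgeR’s quasi-likelihood test). A CYP94B gene (Lsat_1_v5_gn_1_29060) rose from 44.6 ± 19.3 to 1901 ± 1911 (log2 fold change 5.41, adjusted p = 0.0034 from edgeR’s quasi-likelihood test).

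Genes named after senescence went both ways. Of 12 measured, 6 rose, 5 fell and 1 did not pass, with the same tally when adjusted over the list alone. One SAG101 gene (Lsat_1_v5_gn_4_180961) had 1612 reads in 60184 (SSL) and 1 in ‘Okeechobee’, a ratio of 1401 (95% counting interval 251 to 55385). Another (Lsat_1_v5_gn_4_180921) fell from 2628 ± 894 to 302 ± 135 (log2 fold change -3.12, adjusted p = 0.0015 from edgeR’s quasi-likelihood test). SAG21 (Lsat_1_v5_gn_9_5460) rose from 20.3 ± 6.10 to 134 ± 26.7 (log2 fold change 2.72, adjusted p = 0.0011 from edgeR’s quasi-likelihood test). A senescence-related gene 1 copy (Lsat_1_v5_gn_3_103061) rose from 3.50 ± 1.62 to 314 ± 148 (log2 fold change 6.45, adjusted p = 2.6e-04 from edgeR’s quasi-likelihood test).

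Of 10 measured genes of nitrate and ammonium, 3 rose, 6 fell and 1 did not pass (list alone 3 and 6). Ammonium transporter 1;1 (Lsat_1_v5_gn_9_19241) fell from 1950.1 ± 481 to 97.4 ± 49.6, and ammonium transporter 2 (Lsat_1_v5_gn_5_149621) rose from 2342 ± 179 to 6918 ± 1064 (log2 fold changes -4.32 and 1.56, adjusted p = 3.0e-04 and 5.5e-04 from edgeR’s quasi-likelihood test). Of 49 heat shock and DnaJ genes, 19 rose, 18 fell and 12 did not pass (list alone 20 and 19). A DnaJ-related chaperone gene (Lsat_1_v5_gn_5_162881) had 774 ± 53.0 counts in 60184 and no read in ‘Okeechobee’, at least 715-fold lower with a floor of 3 reads over 3 libraries. Of 5 vascular genes, 2 rose, 2 fell and 1 did not pass, with the same tally over the list alone, and phloem protein 2-A1 (Lsat_1_v5_gn_5_36381) fell by a log2 fold change of -2.58. The list named guard cell and epidermis held only stomagen (Lsat_1_v5_gn_9_16040), which does not measure the share of these cells. It fell from 335 ± 85.3 to 83.1 ± 42.6 (log2 fold change -2.01, adjusted p = 0.011 from edgeR’s quasi-likelihood test). The fall was uneven, with centred log2 CPM of -2.14, -0.53 and -0.51 in the ‘Okeechobee’ libraries.

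Cell division genes had a mean score of 0.85, 0.89 and 0.82 in the ‘Okeechobee’ libraries, against -0.48, -0.59 and -0.67 in 60184 and -0.44, -0.16 and -0.20 in ‘Manatee’. The members differed: of 22 genes, 12 were higher and 6 lower in ‘Okeechobee’ than in 60184, with log2 fold changes from -1.97 to 10.54. Against ‘Manatee’, 3 were higher, 1 was lower and 18 did not pass. The mean score therefore does not stand for every member, and genes with hardly any reads in 60184 are among them. Cyclin B2;1 (Lsat_1_v5_gn_2_4881) had 3 reads in 60184 and 505 in ‘Okeechobee’, a ratio of 194 (95% counting interval 65.9 to 942). A histone gene (Lsat_1_v5_gn_6_50580) was at least 201-fold higher in ‘Okeechobee’, with no read in 60184.

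In ‘Manatee’ against 60184, 19 of 24 light harvesting genes were lower and none was higher. Without ‘Manatee’ replicate 1, 2 or 3, 15, 12 and 5 passed as lower, while the median log2 fold change of the list was -2.62, -1.95 and -2.41, against -2.30 with all libraries. Of 16 jasmonate synthesis genes 12 were higher (13 without ‘Manatee’ replicate 2), of 7 JAZ and TIFY genes 4 were higher (4 without it), and of 13 pectate lyase genes 11 were lower and 1 was higher (10 and 1 without it). The median log2 fold changes of these lists shrank without it, from 1.57 to 1.04, 2.45 to 1.72 and -1.65 to -1.33. In ‘Okeechobee’ against ‘Manatee’, 0 of 24 light harvesting genes passed. Of 16 jasmonate synthesis genes 4 were higher and 1 lower, and of 7 JAZ and TIFY genes 2 were higher and 0 lower. Of 13 pectate lyase genes 3 were higher and 0 lower. Without ‘Manatee’ replicate 2, 6 jasmonate synthesis genes were higher and 1 lower, and 4 JAZ and TIFY genes were higher. Without replicate 3, 0 of 16 and 0 of 7 passed. Of 122 disease resistance genes 51 were higher and 17 lower in ‘Manatee’ than in 60184. Of 124 such genes 42 were higher and 17 lower in ‘Okeechobee’ than in ‘Manatee’ (61 and 11 of 118 without ‘Manatee’ replicate 2, 23 and 4 without replicate 1, 21 and 5 without replicate 3), with a median log2 fold change of 0.63 in all libraries and 0.69, 1.09 and 0.60 without replicates 1, 2 and 3. These comparisons share libraries with the comparison of ‘Okeechobee’ with 60184, so they are not independent evidence. The lists also come from selected tables: of 1996 tested genes in the copy of Table S3 used here, 98.8% passed the adjusted p in ‘Manatee’ against 60184, compared with 17.9% of the 15833 genes with a mean of at least 100 reads in each of these genotypes (edgeR’s quasi-likelihood test), which raises the tallies against 60184. In the copy of Table S2 used here, 100% of 1996 tested genes passed it in ‘Okeechobee’ against 60184, compared with 32.7% of 15662 genes, so the tallies of that comparison above are raised too.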
